# Gene knockout of *Zmym3* in mice arrests spermatogenesis at meiotic metaphase with defects in spindle assembly checkpoint

**DOI:** 10.1038/cddis.2017.228

**Published:** 2017-06-29

**Authors:** Xiangjing Hu, Bin Shen, Shangying Liao, Yan Ning, Longfei Ma, Jian Chen, Xiwen Lin, Daoqin Zhang, Zhen Li, Chunwei Zheng, Yanmin Feng, Xingxu Huang, Chunsheng Han

## Abstract

ZMYM3, a member of the MYM-type zinc finger protein family and a component of a LSD1-containing transcription repressor complex, is predominantly expressed in the mouse brain and testis. Here, we show that ZMYM3 in the mouse testis is expressed in somatic cells and germ cells until pachytene spermatocytes. Knockout (KO) of *Zmym3* in mice using the CRISPR-Cas9 system resulted in adult male infertility. Spermatogenesis of the KO mice was arrested at the metaphase of the first meiotic division (MI). ZMYM3 co-immunoprecipitated with LSD1 in spermatogonial stem cells, but its KO did not change the levels of LSD1 or H3K4me1/2 or H3K9me2. However, *Zmym3* KO resulted in elevated numbers of apoptotic germ cells and of MI spermatocytes that are positive for BUB3, which is a key player in spindle assembly checkpoint. *Zmym3* KO also resulted in up-regulated expression of meiotic genes in spermatogonia. These results show that ZMYM3 has an essential role in metaphase to anaphase transition during mouse spermatogenesis by regulating the expression of diverse families of genes.

Mammalian spermatogenesis is a unique cellular developmental process that is intricately regulated by extrinsic and intrinsic factors. Spermatogonial stem cells (SSCs) at the very beginning of spermatogenesis have to make decisions either to undergo self-renewal or to initiate differentiation, which eventually leads to meiosis and sperm production. The mechanism by which such a decision is made remains poorly understood despite that several key factors have been identified. For example, glial cell-derived neurotrophic factor (GDNF) promotes SSC self-renewal and inhibits their differentiation, whereas retinoic acid (RA) acts in an opposite manner.^1, 2^ The lengthy differentiation of spermatogonia, tightly coupled with active mitotic divisions, results in drastic amplification of spermatogenic population and an orderly gene expression change that is essential for meiosis as well as post-meiotic development. Abnormal gene expression during spermatogonial differentiation leads to either a spermatogenic arrest at a pre-meiotic stage or a precocious entry of meiosis.^3, 4^

Oatley *et al.*^5^ identified GDNF-regulated genes using microarray analysis on cultured mouse SSCs and showed that several such genes were essential for SSC self-renewal. Among their down-regulated gene list, we identified a gene named *Zmym3*. An early study reported that *Zmym3* mRNA was most abundant in adult testis and brain among eight examined organs and was alternatively spliced in a development- and tissue-specific manner and that protein sequences of *Zmym3* are evolutionarily conserved from the arthropods to humans with several highly conserved protein motifs.^6^ ZMYM3 and one of its paralog ZMYM2 each contain nine similar zinc fingers. In humans, chromosome translocations near these two genes have been linked to myeloproliferative syndromes and X-linked mental retardation, respectively.^7, 8^ Therefore, the zinc fingers in these two proteins are named MYM (myeloproliferative and mental retardation)-type zinc fingers. Based on the current NCBI HomoloGene database, the human and mouse genomes encode six MYM-type ZFPs, which are ZMYM1, ZMYM2, ZMYM3, ZMYM4, ZMYM5, and ZMYM6. The other motifs of ZMYM3, which are potentially important for its function, include nuclear localization signal, SH3-binding motif and tyrosine phosphorylation sites, suggesting that the function of this protein is highly regulated.

Interestingly, both ZMYM3 and ZMYM2 were identified in a LSD1-containing complex isolated from Hela cells.^9^ LSD1 is the first identified histone demethylase,^10^ and has since been shown to have essential roles in many biological processes.^11^ Specific deletion of *Lsd1* in mouse oocytes results in female infertility due to precocious meiotic resumption, spindle and chromosomal abnormalities, and disrupted gene expression during oogenesis.^12^ Similarly, conditional deletion of *Lsd1* in mouse spermatogonia leads to male infertility as a result of abnormal histone modification and gene expression in spermatogonia followed by a complete loss of germ cells in adult males.^13^ The function of ZMYM proteins has not been well understood except for that ZMYM2 is known to stabilize the LSD1–CoREST–HDAC1 transcriptional co-repressor complex on chromatin through its MYM-type zinc fingers.^14^

In this study, we report that mouse *Zmym3* in cultured SSCs is regulated by GDNF and RA in opposite ways and expresses two major protein isoforms. During spermatogenesis, ZMYM3 is present in germ cells until pachytene spermatocytes (pacSC). *Zmym3*gene KO in mice by using the CRISPR-Cas9 system results in infertility in adult male mice. Spermatogenesis of the KO mice exhibits a major arrest at the metaphase of meiosis I (MI). The longer protein isoform but not the short one interacts with LSD1. However, the *Zmym3* gene KO has no effect on the LSD1 protein level and on total abundances of H3K4me1/2 or H3K9me2. The spindle body formation is normal but more apoptotic and BUB3^+^ MI cells are observed in KO mice. RNA sequencing analysis of cultured SSCs and isolated spermatocytes shows that many genes are expressed aberrantly. These results shows that ZMYM3, a highly conserved ZMYM-type LSD1 interacting protein, has an essential role in spermatogenesis in an organ-specific manner.

## Results

### *Zmym3* is down-regulated by GDNF, up-regulated by RA, and expressed in germ cells until pacSC

Based on a microarray data set reported by Oatley *et al.,*^5^ we found that *Zmym3* mRNAs were down-regulated by GDNF, which was consistently supported by results from three different probe sets on the microarray. Taking advantage of their experiment design, we confirmed this observation by using our own cultured SSCs and quantitative RT-PCR (qRT-PCR) assays (Figure 1a). The presence of ZMYM3 protein in cultured SSCs was detected by immunostaining using a commercially available polyclonal antibody (Figure 1b, Supplementary Figure S1 and S2a). The identity of the ZMYM3^+^ SSCs was confirmed by the expression of GDNF receptor subunit GFR*α*1 (Figure 1b). Interestingly, we noticed that the signals of ZMYM3 and GFR*α*1 were negatively correlated. As GFR*α*1 expression is higher in actual stem cells than in potential stem cells that have undergone slight differentiation,^15^ we suspected that the expression of *Zmym3* might also be regulated by RA. Indeed, *Zmym3* expression was up-regulated by RA at both the mRNA and protein levels in a time-dependent manner (Figure 1c–e).

On Western blots, we saw two ZMYM3 bands (~200 and 95 kDa), which represent isoforms probably translated from alternatively spliced mRNAs as many verified and predicted alternatively spliced mRNAs were reported by a previous study and the NCBI Gene database.^6^ Because the sizes of both bands on Western blots are larger than the predicted masses of the corresponding isoforms (Supplementary Figure S2b), they are most likely post-translationally modified. We further examined the subcellular localization of the two isoforms using cytoplasmic and nuclear extracts from SSCs and found that the larger form was predominantly localized to the nucleus, whereas the smaller one was detected in both the cytoplasm and the nucleus (Figure 1f).

We next investigated *Zmym3*mRNA and protein expression in testicular cells and other organs of adult mice. All results of RNA sequencing (RNA-seq),^16^ qRT-PCR and Western blotting showed that ZMYM3 was ubiquitously expressed in multiple organs, and was the most abundant in gonads and brain (Supplementary Figure S2c–g). In the testis, ZMYM3 was expressed in both germ cells and somatic cells such as Sertoli cells and interstitial cells, and among germ cells, ZMYM3 was expressed in spermatogonia and early spermatocytes such as preleptotene, leptotene, and zygotene spermatocytes (plpSC, lepSC, and zygSC) but not in late spermatocytes such as pacSC or spermatids (Figure 1g), consistent with the RNA-seq^17^ and qRT-PCR results (Supplementary Figure S2c–d). Whole-mount co-immunostaining of ZMYM3 with GFR*α*1, PLZF (markers for undifferentiated spermatogonia), and c-KIT (a marker for differentiating spermatogonia and plpSC) on the seminiferous tubules showed that ZMYM3 was expressed in all stage spermatogonia with a higher level in c-KIT^+^ differentiating spermatogonia and probably the plpSC (Figure 1h–j).

### *Zmym3* KO in mice results in adult male infertility and arrests spermatogenesis at MI

We next generated *Zmym3* KO mice by injecting into fertilized eggs Cas9 mRNAs and two sgRNAs targeting the second exon of the gene (Figure 2a). Four female founder mice were generated with small deletions in the expected genomic region, resulting in premature termination of translation owing to frame shifts (Supplementary Figure S3a). We next identified the most probable off-target sites for each gRNA by bioinformatic predictions, and found no mutations on these sites by sequencing. Adult KO males older than 6 months did not show any apparent abnormal appearance or behavior and mated with females normally as vaginal plugs were regularly seen. However, the KO testes and epididymides were significantly smaller than the WT ones (Figure 2c and d). Western blotting and immunohistochemical results both confirmed the complete KO of ZMYM3 in the KO testis (Figure 2e and f). The KO males started to reduce their testis sizes, sperm counts, and fertilities from 2 months after birth (Supplementary Figure S3b). Interestingly, the smaller number of spermatids produced in young animals differentiated to spermatozoa normally, and showed no obvious apoptosis during their postmeiotic development (Supplementary Figure S3c). Moreover, spermatozoa produced from the KO mice were also morphologically normal (Supplementary Figure S3d). The KO mice became infertile when tested at 6 months after birth (Figure 2g and h). A close look at the PAS-stained testis sections of the KO mice showed that their spermatogenesis was mainly arrested at MI (Figure 2i). The numbers of round spermatids, elongating spermatids, as well as sperms were all significantly reduced (Figure 2j, Supplementary Figure S4).

### *Zmym3* KO mice undergo spermatogenesis normally until MI

As ZMYM3 is also expressed in Sertoli cells, we first examined the immunostaining of the Sertoli cell marker Wilms Tumor 1 (WT1),^18^ but found no difference between WT and KO mice in terms of its localization and the number of WT1^+^ cells. Similarly, no difference was found for GFR*α*1, PLZF, and c-KIT. These results indicate that the development and probably the function of both somatic cells and pre-meiotic germ cells are not changed by *Zmym3* KO (Figure 3a–d). When meiosis is initiated in lepSC, these cells undergo DNA double-strand breaks (DSBs) and chromosomal synapsis, and the progression of these two processes can be monitored by the immunostaining patterns of proteins such as *γ*H2AX, SYCP3, SYCP1, and CREST. In pacSC of both WT and KO mice, the DSBs had all been repaired and autosomes fully synapsed as shown by localization of *γ*H2AX signals to the partially synapsed sex chromosomes and by the noodle-like bright smooth staining of SYCP3 and SYCP1 (Figure 3e–g, Supplementary Figure S5). Together, these data suggest that the mitosis and meiosis phases before MI in *Zmym3* KO mice are normal.

### *Zmym3* KO does not change the *in vitro* proliferation and meiosis initiation of SSCs

Several SSC lines developed from the F2 KO mice and their WT littermates were successfully established, indicating that *Zmym3* KO might not impair the *in vitro* proliferation of SSCs (Figure 4a). The KO of *Zmym3* in these cultured SSCs was confirmed by Western blot (Figure 4b). The proliferation rate of these KO cells was quantitatively compared with that of WT SSCs and no significant difference was found (Figure 4c). We next cultured WT and KO SSCs on Sertoli cells and induced them by RA to initiate meiosis.^19^ Five days after RA treatment, SYCP3^+^ cells were observed. The weakly and strongly stained cells represented plpSC and lepSC/zygSC, and were named W-cells and S-cells, respectively, for convenience (Figure 4d). Again, no difference was observed for the percentages of either W-cells or S-cells between KO and WT SSCs (Figure 4e). Taken together, these results indicated that neither the proliferation nor the meiosis initiation of cultured SSCs was damaged by *Zmym3* KO, and the *in vitro* results were consistent with the *in vivo* observations.

### *Zmym3* KO has no effect on the protein levels of LSD1, H3K4me1/2, and H3K9me2

A previous study showed that LSD1 was expressed at a much higher level in mouse testis than in other organs, such as brain, lung, liver, heart, and was detected in all types of spermatogenic cells.^20^ Using whole-mount immunostaining, we found that LSD1, similar to ZMYM3, was more abundantly expressed in c-KIT^+^ cells than in GFR*α*1^+^ cells (Figure 5a and b). LSD1 also exhibit a similar expression pattern as ZMYM3 in cultured SSCs as indicated by its co-immunostaining with GFR*α*1 (Figure 5c). We showed that *Lsd1* KO using an inducible Cas9-SSC line, which was established in our lab recently,^21^ reduced the proliferation of SSCs significantly (Figure 5d), consistent with its essential role in spermatogenesis.^13^ Co-immunoprecipitation assay showed that an LSD1 polyclonal antibody pulled down both LSD1 and the larger but not the smaller form of ZMYM3 (Figure 5e). Despite the interaction of ZMYM3 and LSD1 in SSCs, we found that LSD1 was expressed in cultured WT and KO SSCs at similar levels based on the Western blot results (Figure 5f–g). Moreover, the global levels of H3K4me1/2 and H3K9me2 were not changed by *Zmym3* KO (Figure 5h–i). No apparent difference was also observed for H3K4me2 and H3K9me2 immunostainings in pacSC isolated from WT and KO mice (Figure 5j). These results showed that ZMYM3 KO had no apparent effect on the global levels of LSD1 and the examined histone modifications both *in vitro* and *in vivo.*

### *Zmym3* KO causes MI arrest in a SAC-dependent manner

For both mitosis and meiosis, cells use spindle assembly checkpoint (SAC) to ensure the fidelity of chromosome segregation.^22^ Proteins involved in SAC include BUB1, BUBR1, BUB3, and MAD2.^23^ As *Zmym3* knockout (KO) caused an accumulation of MI spermatocytes, we examined whether any of these proteins was abnormally localized in meiotic cells of the KO mice. *Zmym3* KO did not affect spindle assembly as revealed by the *α*-TUBULIN staining (Figure 6a). However, the number of BUB3^+^ MI spermatocytes in *Zmym3* KO mice was about two-fold more than that in WT mice (Figure 6b and c). Moreover, TUNEL assays indicated that significantly more MI spermatocytes in KO mice underwent apoptosis than in WT mice (Figure 6d and e). These results showed that *Zmym3* might regulate metaphase–anaphase transition through a SAC-dependent pathway.

### *Zmym3* KO disrupts mRNA expression of genes involved in meiosis and post-meiotic development of germ cells

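The knocked-out gene was low in every KO library. Zmym3, which lies on chromosome X of mm9 from 98599723 to 98616024, was at 38.8 ± 1.99 FPKM (SD, n = 2 libraries) in WT SSCs and at 9.48 ± 0.41 FPKM (SD, n = 2) in KO SSCs. In c-KIT+ cells it was at 39.8 ± 0.17 FPKM (SD, n = 2) in WT and 10.6 ± 0.89 FPKM (SD, n = 2) in KO. The log2 fold change of KO to WT was -1.92 in SSCs (SE 0.06, adjusted p = 2.91e-06, limma) and -1.81 in c-KIT+ cells (SE 0.06, adjusted p = 4.04e-06, limma).

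SSCs are the stem cells of the male germ line, and RA is the vitamin A derivative that drives them into differentiation. The groups were WT SSCs, KO SSCs, and the c-KIT+ cells obtained from each with 100 nM RA for 36 h, with 2 libraries per group. The labels give the mice as 2 months old, while the Methods describe SSC lines from pups or adult mice, and the labels and the paper name different sequencers. The authors aligned the reads to mm9 with TopHat2 2.0.6 and computed FPKM (fragments scaled to transcript length and library depth) with Cufflinks 2.0.2, according to the submitters' processing notes. The values were taken as log2 of FPKM + 1, a scale on which fold changes of weakly expressed genes are understated. The 11981 genes with at least 1 FPKM in at least 2 of the 8 libraries were tested with limma in 1 fit of the 4 groups, with Benjamini-Hochberg adjustment, and called at an adjusted p under 0.01. The number of reads is not stated in these values, and the steps between the lowest FPKM put the depth of the 8 libraries between 0.93 and 1.22 times that of the WT spermatocyte library at 5 months. The paper states in general that its experiments were repeated independently, but nothing says that the 2 libraries of a group come from separate cultures. The p-values therefore measure only the spread between these libraries, which may be technical.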

To elucidate the molecular bases for the infertile phenotype of *Zmym3* KO mice at the mRNA expression level, we first carried out RNA-seq analysis on cultured SSCs and c-KIT^+^ pre-meiotic cells induced from SSCs by RA treatment for both WT and KO mice (Supplementary Table S1). To acquire c-KIT^+^ cells, feeder-free SSC cultures were induced by 100 nM RA for 36 h and 90% of the cells became c-KIT^+^ (Figure 7a). 

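Stra8, which spermatogonia need to enter meiosis, went from 1.82 ± 0.40 FPKM (SD, n = 2) in WT SSCs to 617 ± 13.2 FPKM (SD, n = 2) in WT c-KIT+ cells, a log2 fold change of 7.78 (SE 0.11, adjusted p = 4.82e-09, limma). Kit, the receptor that names the induced cells, rose by 2.49 (SE 0.09, adjusted p = 2.71e-07), Cyp26a1, which degrades RA, by 3.79 (SE 0.08, adjusted p = 7.4e-08) and the meiotic cohesin Rec8 by 2.97 (SE 0.12, adjusted p = 6.37e-07). Zbtb16, a transcription factor of the stem cell state also called Plzf, fell from 81.2 ± 3.52 to 15.3 ± 0.19 FPKM (SD, n = 2 each), a log2 fold change of -2.33 (SE 0.07, adjusted p = 2.02e-07). The largest decreases were those of the forkhead factors Foxf1a (-3.45) and Foxc2 (-3.15) and of Egr2 (-2.73).

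Of 27 genes of undifferentiated spermatogonia, 21 fell, none rose and 6 did not pass the test (also 21 when adjusted over the list alone). The list's median log2 fold change was -0.96 (camera, adjusted p = 4.7e-13, and adjusted p = 0.568 with an estimated correlation). The estimate rests on 4 residual degrees of freedom, so a failure with it decides little. The small camera p-values in turn assume a preset correlation of 0.01 between genes, and are too small if list members vary together more. Of 14 measured genes of the synaptonemal complex and meiotic cohesin, 9 rose and 1 fell, with the same counts when adjusted over the list alone, among them Sycp3 (log2 fold change 1.14) and Stag3 (0.84). Of 26 measured genes of meiotic recombination, 14 rose and 1 fell (16 and 1 when adjusted over the list alone), with Dmc1, the meiotic recombinase, at 0.83. Camera gave the 2 lists an adjusted p of 0.00925 and 0.00392, and an adjusted p of 0.759 and 0.85 with an estimated correlation. Of 21 measured immediate-early genes, 13 fell and 5 rose (14 and 5 when adjusted over the list alone; camera, adjusted p = 0.000575, and adjusted p = 0.85 with an estimated correlation). Of 13 measured genes of the RA response, 8 rose and 1 fell, again with the same counts over the list alone (camera, adjusted p = 0.00712, and adjusted p = 0.85 with an estimated correlation). Of 17 genes of differentiating spermatogonia, 10 rose and 3 fell, which are also the counts over the list alone, and the set test did not pass (camera, adjusted p = 0.0725), while with quantile normalization it did (adjusted p = 0.0241). With an estimated correlation this list did not pass either.

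In all, 2982 genes were higher and 1900 lower with RA in WT cells, so that 61.1% of the called genes were higher. This split moved with the scaling of the libraries, to 3704 higher and 1439 lower with all libraries rescaled to an equal total and to 2486 higher and 2583 lower with median-ratio scaling. Leaving out 1 of the 4 WT libraries brought the number of higher genes to between 1823 and 2270.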

We first found 1744 and 2581 genes to be either up- or down-regulated by RA in WT SSCs (Figure 7b). Interestingly, 467 novel RA-upregulated genes (set R_n-u_ in Figure 7b) were identified after *Zmym3* was knocked out, and this gene set was found to be significantly enriched with zinc finger family transcription factors (Table 1). Moreover, we found that many genes involved in meiotic cell cycle and spermatogenesis such as *Sycp1*, *Sycp2*, *Mov10l1, Rnf17*, *Stag1,* and *Smc* were precociously expressed when *Zmym3*was knocked out (set R_u-n_ in Figure 7b, sets K_u-n_, K_u-u_, K_n-u_ in Figure 7c). 

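In KO cells RA raised 2942 genes and lowered 1912, against a background of 11981 genes tested with limma. The calls of the 2 genotypes overlapped: 2416 genes were higher with RA in both and 1616 lower in both, 1 was called in opposite directions, and the fold changes correlated across genes at a Pearson r of 0.92, where genes are not independent replicates. Called higher in KO only were 526 genes, whose median log2 fold change with RA was 0.35 in KO and 0.20 in WT, and 512 of them were also above 0 in WT. Among these 526 genes, 31 (5.89%) carried a symbol of the zinc finger families Zfp, Zkscan, Zscan, Zbtb or Zfpm, most of which encode DNA-binding transcription factors, against 361 of all genes tested (3.01%). The odds ratio was 2.11 (two-sided Fisher's exact test, p = 0.000346). Over all 361 zinc finger genes the median log2 fold change with RA was 0.15 in WT and 0.15 in KO. Among the 566 genes called higher in WT only, 20 (3.53%) were zinc finger genes, with an odds ratio of 1.19 (two-sided Fisher's exact test, p = 0.449). With quantile normalization it was 8 of 518 genes, an odds ratio of 0.49 (Fisher's exact test, p = 0.0474).

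The paper's own set of 467 genes holds 58 zinc finger symbols (12.4%), and was chosen on these samples. Of its 431 genes tested here, 418 were called higher with RA in KO and 297 were called in WT as well. Of its 54 zinc finger genes tested, 53 were called in KO and 42 in both genotypes, with median log2 fold changes of 0.49 in KO and 0.43 in WT. The difference of the RA effect between KO and WT, tested in limma as an interaction, was called for 0 genes among the 11981, with 865 at an unadjusted p under 0.05 where chance gives 599, and a smallest adjusted p of 0.123. On simulated data with known changes in well expressed genes, this interaction test recovered 42% of genes changed 1.5-fold. Smaller differences between the genotypes can therefore go uncalled.

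The sets changed much in size when 1 library was left out, so that the zinc finger test then ran on other genes. Called higher in KO only were 174 genes without KO SSC replicate 1, 162 without KO SSC replicate 2 and 183 without KO c-KIT+ replicate 2, and the odds ratio was 1.15 (Fisher's exact test, p = 0.654), 0.81 (p = 1.0) and 0.90 (p = 1.0). Without KO c-KIT+ replicate 1 it was 2.0 on 441 genes (Fisher's exact test, p = 0.00247). Without a WT library the set grew to 981, 1213, 1265 and 1263 genes, and the odds ratio was 1.5, 1.41, 1.38 and 1.48 (Fisher's exact test, p = 0.0191, 0.033, 0.045 and 0.0116). The genes called higher in WT only numbered between 146 and 1246 when 1 library was left out.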

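Of the genes of synapsis and cohesion named here, Sycp3, an axial element protein of the synaptonemal complex, passed the test in KO SSCs. It lies on chromosome 10 of mm9 from 87922332 to 87935981 and was at 43.5 ± 0.78 FPKM (SD, n = 2) in WT SSCs and 58.4 ± 5.83 FPKM (SD, n = 2) in KO SSCs, a log2 fold change of 0.41 (SE 0.08, adjusted p = 0.00997, limma). Mael, a gene of the piRNA pathway that silences transposons, rose from 126 ± 2.67 to 150 ± 4.12 FPKM (SD, n = 2 each), a log2 fold change of 0.25 (SE 0.05, adjusted p = 0.00999, limma). RA, by contrast, lowered Mael in both genotypes, with log2 fold changes of -0.235 in WT and -0.272 in KO, both called. Mei1, which is needed for meiotic double-strand breaks, was called in c-KIT+ cells (log2 fold change 0.50, SE 0.07, adjusted p = 0.00379) and not in SSCs (0.36, SE 0.07, adjusted p = 0.0106), a difference that was not called by the interaction test (adjusted p = 0.811).

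Sycp1, which bridges the paired axes in the complex, was at 39.1 ± 1.0 FPKM in WT SSCs and 47.2 ± 3.34 FPKM in KO SSCs (SD, n = 2 each), which did not pass (log2 fold change 0.27, SE 0.09, adjusted p = 0.0833). The meiotic cohesin Smc1b (0.38, adjusted p = 0.0219) and Sycp2 (0.24, adjusted p = 0.0488) were also short of the threshold. For Smc2 the log2 fold change was 0.17 (adjusted p = 0.0635), for the cohesin Stag1 0.07 (adjusted p = 0.345), for the piRNA helicase Mov10l1 0.04 (adjusted p = 0.63) and for Rnf17 0.00 (adjusted p = 0.976). With RA these last 3 genes rose in both genotypes, Stag1 by 0.32 in WT and 0.28 in KO, Mov10l1 by 0.34 and 0.29 and Rnf17 by 0.45 and 0.30. Sycp1 rose with RA in WT (0.52, SE 0.09, adjusted p = 0.00115) and was at 0.29 in KO (SE 0.09, adjusted p = 0.0212), and the difference between the genotypes did not pass (interaction, adjusted p = 0.738).

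Of the 14 measured genes of the synaptonemal complex and meiotic cohesin, 1 was higher in KO SSCs, none was lower and 13 did not pass (2 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.253). Of 26 measured genes of meiotic recombination none was called by limma (4 higher when adjusted over the list alone), while 19 lay above 0, with a median log2 fold change of 0.12 (camera, adjusted p = 0.0088, and adjusted p = 0.85 with an estimated correlation). Of 18 measured piRNA genes, 2 rose, Mael and Tdrd9 (0.37), with the count of 2 also over the list alone but 1 lower there (camera, adjusted p = 0.448). Sycp3 and Mael lie just within the threshold and were called under 6 and 5 of the 16 settings tried, none of which left out a library.

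**Figure D1:**
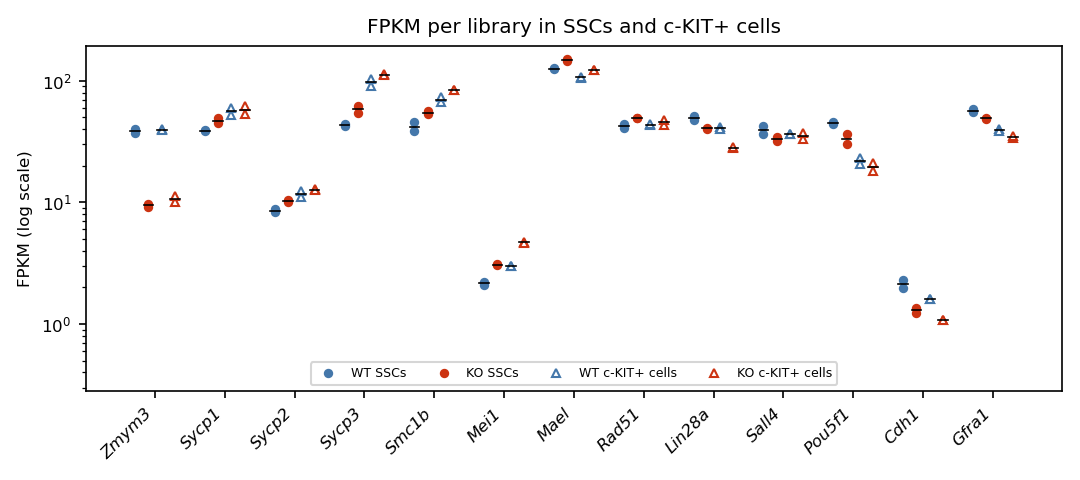
FPKM on a log axis for Zmym3 and 12 genes named by the paper, in SSCs (circles) and c-KIT+ cells (triangles) of WT (blue) and KO (red). Points are single libraries and black bars the means of 2; Zmym3 lies between 37.4 and 40.2 FPKM in the WT libraries and between 9.19 and 11.3 FPKM in the KO libraries.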

The up-regulation of some of these in KO SSCs was confirmed with qRT-PCR using independent samples (Figure 7f).

We found that smaller numbers of genes changed their expression in response to *Zmym3* KO in SSCs and c-KIT^+^ cells compared with RA-regulated genes. 

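Emb, which encodes the surface protein embigin, fell from 10.7 ± 0.09 FPKM in WT SSCs to 1.33 ± 0.40 FPKM in KO SSCs (SD, n = 2 each), a log2 fold change of -2.34 (SE 0.13, adjusted p = 2.91e-05, limma). Fam5b, which encodes a secreted neural protein, rose from 0.27 ± 0.06 FPKM in WT SSCs to 2.91 ± 0.05 FPKM in KO SSCs (SD, n = 2 each), a log2 fold change of 1.63 (SE 0.10, adjusted p = 8.35e-05). The largest decrease in KO SSCs was that of the predicted gene Gm15772 (-4.38, adjusted p = 0.00052), followed by the ribosomal protein gene Rps18 (-3.65) and by H2-Q7 (-3.03). Also lower in KO SSCs were H2-Q6 (-2.06) and H2-D1 (-1.75), class I histocompatibility genes on chromosome 17 whose reads may be shared with related genes. Of the 15 tested genes with H2 symbols, 4 were called lower and none higher in KO SSCs (limma), and 6 lower and 1 higher in KO c-KIT+ cells. The 1 higher was H2-Q1 (1.26, adjusted p = 0.00113).

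Of 9 measured genes of the Hoxb cluster, 8 fell in KO SSCs and 8 in KO c-KIT+ cells (all 9 in each when adjusted over the list alone), with medians of -1.01 and -0.85. Hoxb8 fell by 0.95 in each (adjusted p = 6.9e-05 and 7.61e-05, limma). Of 24 measured collagen genes, 11 fell in KO SSCs and 8 in KO c-KIT+ cells (16 and 17 lower and 1 higher in each when adjusted over the list alone), with Col1a1 at 37.0 ± 0.29 FPKM in WT SSCs and 26.7 ± 0.85 FPKM in KO SSCs (SD, n = 2 each). Both groups stand in the paper's Table 1 and were chosen on these samples, so they are not independent evidence of their direction. With an estimated correlation the Hoxb list had an adjusted p = 0.435 in each cell state, and the collagens had 0.435 in SSCs and 0.427 in c-KIT+ cells. Markers of fibroblasts and peritubular cells moved with both groups: all 26 measured were below 0 in KO SSCs and 25 of 26 in KO c-KIT+ cells, and 9 and 7 were called lower, with none higher (18 and 16 lower when adjusted over the list alone). Their median log2 fold changes were -0.39 and -0.38 (camera, adjusted p = 1.2e-14 and 7.44e-15, and adjusted p = 0.369 with an estimated correlation in each), 12 of the 26 are in the paper's own KO-down list and 7 are collagens.

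In SSCs 253 genes were higher and 334 lower in KO, and in c-KIT+ cells 133 were higher and 191 lower. In both cell states 93 were higher, where independent calls would give 2.8, and 138 were lower, where they would give 5.3. Leaving out 1 of the 4 compared libraries brought the SSC counts to between 42 and 101 higher and between 76 and 153 lower, and the c-KIT+ counts to between 24 and 66 higher and between 55 and 88 lower. With all libraries rescaled to an equal total, the SSC split turned to 480 higher and 267 lower, and with small RNA genes left out of the totals, a setting chosen after the data were seen, it was 353 higher and 386 lower.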

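Lin28a, an RNA-binding protein of undifferentiated spermatogonia, was lower in KO SSCs. It lies on chromosome 4 of mm9 from 133559245 to 133574731 and was at 49.6 ± 2.52 FPKM (SD, n = 2) in WT SSCs and 40.8 ± 0.60 FPKM (SD, n = 2) in KO SSCs, a log2 fold change of -0.27 (SE 0.05, adjusted p = 0.00917, limma). In c-KIT+ cells its log2 fold change was -0.51 (SE 0.05, adjusted p = 0.000692), although the difference between the cell states did not pass (interaction, adjusted p = 0.498). Pou5f1, which encodes the pluripotency factor OCT4, was at 45.3 ± 1.25 FPKM in WT SSCs and 33.6 ± 4.28 FPKM in KO SSCs (SD, n = 2 each), short of the threshold (log2 fold change -0.43, SE 0.10, adjusted p = 0.0244, limma). Cdh1, which encodes the adhesion protein E-cadherin, was at 2.12 ± 0.23 and 1.3 ± 0.09 FPKM (SD, n = 2 each; -0.44, SE 0.08, adjusted p = 0.0116). Gfra1, the receptor for the stem cell factor GDNF, was at 56.9 ± 2.12 and 49.3 ± 0.92 FPKM (SD, n = 2 each; -0.20, SE 0.05, adjusted p = 0.0251). Sall4, a zinc finger factor of the stem cell state, was at 39.4 ± 4.08 and 33.3 ± 1.45 FPKM (SD, n = 2 each; -0.24, SE 0.08, adjusted p = 0.0774). All 5 genes were below WT in both KO SSC libraries. The fall of Lin28a in SSCs was called under 6 of the 16 settings tried, none of which left out a library.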

Some genes involved in the proliferation regulation of SSCs and undifferentiated spermatogonia such as *Lin28*, *Sall4*, *Oct4*, *Cdh1,* and *Gfrα1* were also in the KO-down set, and their expression changes caused by *Zmym3* KO were also confirmed by qRT-PCR (Figure 7f). These observations suggest that *Zmym3* KO enhances the expression of genes involved in spermatogonia differentiation and meiosis while suppresses genes that maintain the undifferentiated states of spermatogonia.

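The stem cell genes moved in both directions in KO SSCs. Of the 27 genes of undifferentiated spermatogonia, 3 were lower, 1 was higher and 23 did not pass the limma test (11 lower and 2 higher when adjusted over the list alone), and 19 lay below 0. The called genes were Neurog3, a factor of the step out of self-renewal (log2 fold change -0.93, adjusted p = 0.00148), Utf1 (-0.88, adjusted p = 0.00248), Lin28a, and the tetraspanin Tspan8, which was higher (0.68, adjusted p = 0.00129). The list's median was -0.15 (camera, adjusted p = 0.0033, and adjusted p = 0.85 with an estimated correlation), and 7 of its genes are in the paper's KO-down list, which was chosen on these samples. In c-KIT+ cells 1 of the 27, Lin28a, was called lower (1 also over the list alone), with a median of -0.08 (camera, adjusted p = 0.0367, and adjusted p = 0.85 with an estimated correlation); quantile normalization ends this last call (adjusted p = 0.0675).

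Genes of differentiating spermatogonia were not called in KO SSCs. Of 17 measured, limma called none (1 lower when adjusted over the list alone), 14 lay below 0 and 3 above, with a median of -0.11 (camera, adjusted p = 0.0234, and adjusted p = 0.85 with an estimated correlation). Stra8 was at 1.68 ± 0.35 FPKM (SD, n = 2) in KO SSCs (log2 fold change from WT -0.07, SE 0.11, adjusted p = 0.725). Of the 13 measured genes of the RA response, 2 rose, the RA-binding protein Crabp2 (1.13, adjusted p = 0.000128) and the retinaldehyde reductase Dhrs3 (0.60, adjusted p = 0.00138), with 2 higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.284). The fibroblast markers were lower in the same KO SSCs, at a median KO to WT ratio of 0.65 (quartiles 0.62 and 0.73).

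From the meiotic genes in its KO-up and RA sets and the SSC genes in its KO-down set, the paper proposes that loss of Zmym3 raises genes of differentiation and meiosis and lowers genes that keep spermatogonia undifferentiated. It rests this also on qRT-PCR, which was not analysed here.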

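In sorted spermatocytes Zmym3 was near the lower limit of detection in every library. It was at 0.41 FPKM in WT and 0.15 FPKM in KO at 5 months, and at 0.46 FPKM in WT and 0.34 FPKM in KO at 7 months, below the filter of 1 FPKM, so it was not tested here. Spermatocytes, the germ cells in meiosis, were sorted as tetraploid cells of large size, with 1 library per genotype and age. There are no replicates within an age, so the 2 ages served as replicates of the genotype in a limma fit with age as a block, called at an adjusted p under 0.05. This leaves 1 residual degree of freedom, and in a test on simulated data the fit recovered 0 of 100 genes changed by a factor of 2. The simulated spread of each gene was itself estimated from that 1 degree of freedom. On the real libraries the fit called 156 genes, some of them changed by less than a factor of 2, so the simulation does not set its limit. The labels give the ages as 5 and 7 months, and the supplement describes mice of 6 months.

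Unit and alignment are those of the SSC libraries. Of the genes, 9350 had at least 1 FPKM in at least 2 of the 4 libraries. The WT library at 5 months is given with confidence limits, from which fragment numbers were recovered for 12960 genes, and the other 3 libraries had 0.91 to 1.13 times its depth. The most abundant gene was Ldhc, the lactate dehydrogenase of meiotic and postmeiotic germ cells, at 2668 and 2560 FPKM in WT and KO at 5 months and at 2510 and 2492 FPKM at 7 months.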

We next conducted RNA-seq analysis on spermatocytes directly isolated from mouse testes by sorting out tetraploid cells, which were mainly SYCP3 and γH2AX double positive (Figure 7d). We found 97 up-regulated and 73 down-regulated genes in spermatocytes of both 5- and 7-months (Figure 7e). 

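Genes of Sertoli cells, the somatic cells that nurse the germ cells, were among those that rose. Clu, which encodes clusterin, was at 12.9 FPKM in WT and 35.8 FPKM in KO at 5 months, and at 20.0 and 93.0 FPKM at 7 months, a log2 fold change of 1.78 over both ages (SE 0.17, adjusted p = 0.0323, limma). Defb19, a defensin of Sertoli cells, was at 16.2 and 45.4 FPKM, and at 12.3 and 47.5 FPKM (1.65, SE 0.11, adjusted p = 0.0289). Of the 15 measured genes of the Sertoli cell list, 6 rose, none fell and 9 did not pass (14 rose when adjusted over the list alone), and 13 were at least 1.5-fold higher at both ages. The list's median log2 ratio was 0.93 at 5 months and 1.86 at 7 months, above 100.0% of 10000 random lists matched on expression at each age (camera, adjusted p = 1.74e-16, and adjusted p = 0.969 with an estimated correlation). With 1 residual degree of freedom behind the estimated correlation, a failure with it decides little. Some members had been seen in the paper's list of up-regulated genes when the list was written, and 12 of the 15 are in it. Of 5 measured Leydig cell genes limma called none, over all genes or over the list alone, with median log2 ratios of 0.08 and 0.19.

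On the lower side the largest change was that of Pisd-ps3, a pseudogene on chromosome 11, at -2.71 (SE 0.12, adjusted p = 0.00702, limma), followed by spermatid genes. At least 1.5-fold apart in the same direction at both ages were 71 genes higher and 192 lower in KO, where independent ages would give 2.8 and 11.0. The limma fit called 31 higher and 125 lower. Of the paper's 97 up-regulated genes 59 were tested, all 59 were higher at both ages and 21 were called, and of its 73 down-regulated genes 61 were tested, all 61 were lower at both ages and 41 were called. These overlaps rest on the same libraries and are not independent evidence. The fit called 0 genes when run without the age block, without the variance trend or without the filter, with 295, 1065 and 1794 genes at an unadjusted p under 0.05 where chance gives 468, 468 and 872.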

We checked the expression of 24 genes involved in SAC but found they were not dysregulated by *Zmym3* (Supplementary Figure S6b). 

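Genes of the spindle assembly checkpoint, which holds anaphase until all chromosomes are attached, were close to WT at both ages. Bub3 was at 42.7 FPKM in WT and 41.4 FPKM in KO at 5 months, and at 38.9 and 38.0 FPKM at 7 months, a log2 fold change of -0.04 (SE 0.05, adjusted p = 0.873, limma). The kinase Bub1b, also called BUBR1, had a log2 fold change of 0.11 (SE 0.07, adjusted p = 0.653), Bub1 of 0.02 (SE 0.07, adjusted p = 0.966) and Mad2l1, which encodes MAD2, of 0.02 (SE 0.09, adjusted p = 0.979). Cdc20, the activator that the checkpoint blocks, was at 96.7 and 98.1 FPKM, and at 132 and 136 FPKM (0.03, SE 0.04, adjusted p = 0.883). Of 31 measured genes of the checkpoint and kinetochore limma called none, over all genes or over the list alone, with median log2 ratios of -0.02 at 5 months and 0.01 at 7 months (camera, adjusted p = 0.984). Of 22 measured genes of the anaphase-promoting complex and separase, which end metaphase, limma also called none over all genes or over the list alone, with medians of -0.03 and -0.04 (camera, adjusted p = 0.895). A single gene can move by a factor of 2 without being called in this design, so the small fold changes and their errors carry more than the absence of calls.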

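The protamine genes, whose products replace histones in sperm heads, fell in KO spermatocytes. Prm1, on chromosome 16 of mm9 from 10796425 to 10796916, was at 186 FPKM in WT and 80.2 FPKM in KO at 5 months, and at 107 and 50.1 FPKM at 7 months, a log2 fold change of -1.14 (SE 0.05, adjusted p = 0.00702, limma). Prm2 was at 105 and 42.5 FPKM, and at 135 and 47.2 FPKM (-1.39, SE 0.06, adjusted p = 0.00702), and Prm3 had a log2 fold change of -1.46 (SE 0.14, adjusted p = 0.0323). Odf1, a protein of the sperm tail, fell by 1.12 (SE 0.08, adjusted p = 0.0289), Oaz3, the antizyme of spermatids, had a log2 fold change of -1.07 (SE 0.11, adjusted p = 0.0323), Sun5, which anchors the head to the tail, of -1.19 (SE 0.13, adjusted p = 0.0382) and Klhl10 of -0.88 (SE 0.10, adjusted p = 0.0393). Galntl5 (-1.02, adjusted p = 0.0341), Ccdc63 (-0.87, adjusted p = 0.0405), Spata20 (-0.71, adjusted p = 0.0495) and the sperm sodium pump Atp1a4 (-0.68, adjusted p = 0.0495) were called as well. Chd5, a chromatin remodeller of spermatids (-0.59, SE 0.11, adjusted p = 0.0778), and Acsbg2 (-0.78, SE 0.12, adjusted p = 0.0519) were lower at both ages and did not pass. These 13 genes were chosen by the study on these libraries, so their direction is not independent evidence.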

The down-regulated set was enriched with several GO terms such as ‘spermatogenesis’, which included genes such as *Prm1*, *Prm2*, *Prm3*, *Klhl10*, *Odf1*, *Chd5*, *Sun5*, *Ccdc63*, *Oaz3*, *Spata20*, *Galntl5*, *Atp1a4*, *Acsbg2*, which either have essential roles or are highly/specifically expressed in spermatids, the expression of which were also confirmed by qRT-PCR (Figure 7g). These results indicated that *Zmym3* KO disrupted the expression of some key genes involved in postmeiotic development of spermatogenesis.

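Spermatid genes outside those named by the paper were lower too. Smcp, a protein of the sperm mitochondrial sheath, was at 24.8 FPKM in WT and 8.05 FPKM in KO at 5 months, and at 42.3 and 18.4 FPKM at 7 months (log2 fold change -1.33, SE 0.10, adjusted p = 0.0289, limma). Akap4, a scaffold of the sperm tail, fell by 1.09 and the sperm glycolytic enzyme Gapdhs by 1.16 (adjusted p = 0.0323 for each). Of the 38 spermatid genes, 21 fell, none rose and 17 did not pass (35 fell when adjusted over the list alone), and 16 are in the paper's own list of down-regulated genes. The list's median log2 ratio was -0.90 at 5 months and -0.70 at 7 months, below all 10000 matched random lists (camera, adjusted p = 1.8e-33, and adjusted p = 0.969 with an estimated correlation). Genes of pachytene spermatocytes were near WT: of 24 measured limma called none, over all genes or over the list alone, with medians of -0.05 and -0.01 (camera, adjusted p = 0.895). Sertoli cell genes moved the other way in the same libraries, at a median KO to WT ratio of 2.38 at 5 months and 4.14 at 7 months. For the spermatid genes this ratio was 0.41 and 0.52.

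From the lower spermatid genes, which it also measured by qRT-PCR, the paper infers that loss of Zmym3 disturbs some key genes of postmeiotic development. Its Discussion urges caution about haploid genes in these cells.

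**Figure D2:**
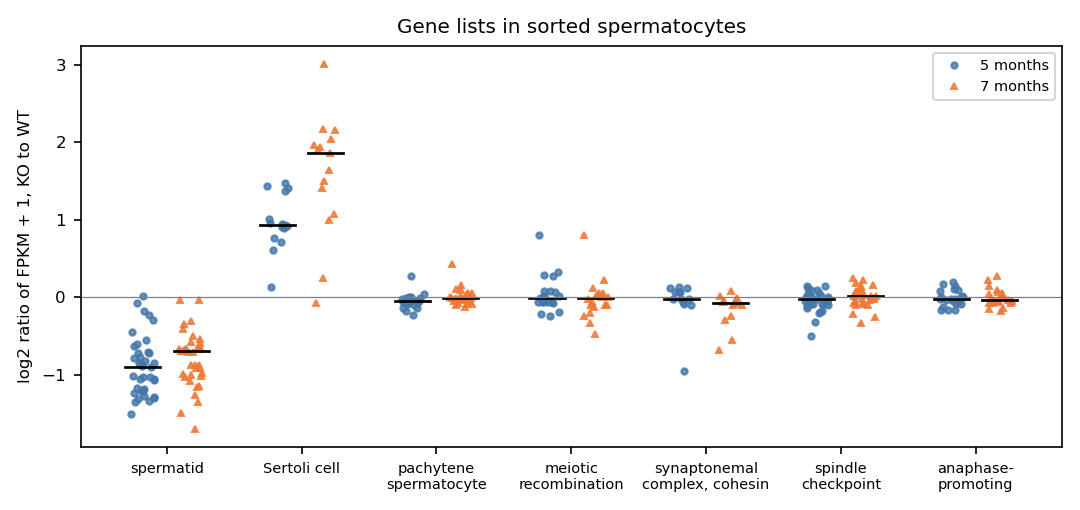
Log2 ratio of FPKM + 1, KO to WT, of the measured members of 7 gene lists in sorted spermatocytes at 5 months (circles) and 7 months (triangles). Each point is a gene and each black line the list's median, at -0.90 and -0.70 for spermatid genes and at 0.93 and 1.86 for Sertoli cell genes.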

## Discussion

We report in this study that *Zmym3*, a gene that initially came to people’s attention for its potential roles in X-linked mental retardation and epigenetic regulation, has an essential role in mouse spermatogenesis. *Zmym3* KO mice have no other apparent abnormalities including mating behavior despite that the gene is highly expressed in the brain, but arrests spermatogenesis at MI through a SAC-dependent pathway. Therefore, we have identified an evolutionarily conserved gene that has a specific role in promoting meiosis progression during spermatogenesis. The female KO mice seemed to be fertile as they gave birth to mutant offspring, but this question remains open until the fertility of homozygous female KO mice is carefully evaluated in the future.

Given that ZMYM3 is expressed in both somatic cells and germ cells, we are not sure whether ZMYM3 in somatic cells has a role in spermatogenesis based on the results in the present study. Despite that the function of Sertoli cells and the androgen-producing Leydig cells both seem to be normal based on the immunostaining of WT1 and the normal mating behavior of the KO mice, that the KO mice do not loss their fertility completely until 6 months after birth suggests that this phenotype may also be related to the senescence of somatic cells. This question can be addressed in the future by transplanting WT SSCs into the testes of infertile KO mice and checking whether spermatogenesis can be re-established.

Given that ZMYM3 is expressed in all spermatogenic cells before meiosis initiation, it is surprising that no apparent defects are observed earlier than in MI spermatocytes. One explanation is that subtle defects do occur in these cells but cannot be easily detected, and they accumulate to a point of no-return whereby spermatogenesis arrests at MI. This is supported by the RNA-seq results, which show that many genes express abnormally in cultured KO cells. Particularly, some genes that are involved in meiotic processes such as synapsis are up-regulated in KO SSCs, suggesting that the KO spermatogonia might initiate meiosis precociously. Alternatively, these cells are indeed normal because the lost function of ZMYM3 in KO germ cells is compensated by other similar proteins. This explanation is supported by the observation that quite a few zinc finger protein genes were up-regulated by RA in germ cells only when *Zmym3* is knocked out. It is more surprising that no recognizable genes involved in meiosis are dysregulated in the KO spermatocytes. Such a discrepancy between *Zmym3* expression pattern and the time point when its function was clearly revealed by gene KO suggests the presence of a complex functional regulatory pathway, which may consist of multi-step protein–protein interactions. Indeed, we have identified many ZMYM3-interacting partners including some transcription co-factors and a protein involved in sumoylation using yeast-two-hybrid methods (data not shown). 

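Of the meiotic genes measured in KO spermatocytes, Hfm1, a helicase of crossover formation, was called higher. It was at 9.20 FPKM in WT and 16.7 FPKM in KO at 5 months, and at 6.12 and 11.4 FPKM at 7 months, a log2 fold change of 0.80 (SE 0.07, adjusted p = 0.0323, limma). It was the only 1 called among 20 measured genes of meiotic recombination, over all genes and over the list alone, and the list's medians were near 0 (camera, adjusted p = 0.895). Spo11, which makes the meiotic double-strand breaks, had a log2 fold change of 0.03 (SE 0.06, adjusted p = 0.935) and Mlh3, a crossover factor, of -0.02 (SE 0.07, adjusted p = 0.962). Of 13 measured genes of the synaptonemal complex and meiotic cohesin limma called none (1 lower when adjusted over the list alone), with Sycp3 at 332 and 347 FPKM in WT and KO at 5 months and 215 and 208 FPKM at 7 months (camera, adjusted p = 0.629). The lowest of them was Rec8, which did not pass (-0.82, SE 0.13, adjusted p = 0.0562). Of 17 measured piRNA genes limma called none, over all genes or over the list alone (camera, adjusted p = 0.819). The call of Hfm1 ended without the variance trend, without the filter or without the age block.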

The detection of up-regulated expression of haploid genes in KO spermatocytes should be cautioned. Despite that the isolation of spermatocytes was carried out based on both their tetraploid feature and their large size, minor contamination of secondary spermatocytes is still possible. As the genes such as Prm1/2/3 are highly expressed, its expression can be readily detected even if the contamination is minor, and the difference in their expression between WT and KO mice can also be detected as the KO testes lack secondary spermatocytes.

ZMYM3 has been reported to be associated with epigenetic modifying enzymes such as LSD1, HDAC1/2 by several studies. Two isoforms of ZMYM3 are present in SSCs and the larger form but not the short one co-immunoprecipitates with LSD1. Interestingly, *Zmym3* KO does not change the expression level of LSD1, H3K4me1/2, and H3K9me2. However, this does not exclude the possibility that epigenetic modifications on certain genomic regions are disrupted but not detected by Western blotting or immunocytochemical assays. It is important to observe that *Zmym3* KO results in MI arrest related to SAC, which has been well studied in oogenesis.^24^ MI-arrested spermatocytes triggered by SAC were eliminated through apoptosis, a male-specific event.^25^ A Y chromosome-located gene named *Zfy2*, which also encodes a zinc finger protein, has been reported to be essential and sufficient for removing the apoptotic MI-arrested spermatocytes.^26^ Therefore, ZMYM3 might represent a novel sex-specific player in this pathway if the female KO mice are indeed fertile.

A recent study showed that ZMYM3 in HEK293T cells had an essential role in DNA damage repair through the homologous recombination pathway by interacting with both histone and DNA components of the nucleosome.^27^ Moreover, another study reported that SAC was a major gatekeeper preventing the progression of oocytes harboring DNA damage.^28^ Based on these studies, it is tempting to propose that ZYMY3 is also involved in DSB repair during meiosis of spermatocytes, the failure of which activates SAC and causes apoptotic elimination of damaged cells. However, we were unable to acquire evidences for this hypothesis. The originally observed immunostaining signal in sex body was most likely nonspecific because it was also detected in KO testes; the immunostaining patterns of *γ*H2AX in pacSC of both WT and KO testes were not different and indicated DSBs were repaired normally. Despite of these observations, we still cannot reject this hypothesis confidently as subtle DNA damages may exist but escape from detection owing to the low resolution of the methods used in the present study. In the future, we will continue to test this hypothesis by using more sensitive techniques to detect regional epigenetic modifications as well as DNA damages.

## Materials and methods

### Mice

All animal protocols were approved by the Animal Care and Use Committee of the Model Animal Research Center, the host for the National Resource Center for Mutant Mice in China, Nanjing University and the Animal Care and Use Committee of the Institute of Zoology, Chinese Academy of Science. *In vitro* transcription of Cas9 mRNAs from pST1374-Cas9-N-NLS-flag-linker and sgRNAs from pUC57-sgRNA expression vectors was performed as described previously.^29^ The sequences of sgRNA oligos are listed in Supplementary Table S2. Cas9 mRNA/sgRNA injection to zygotes obtained by mating of CBA males with superovulated C57BL/6J females was also performed as described previously.^30^ Female mice with a frame shift and premature termination at an out-of-frame stop codon were chosen as founder animals. Pregnancies were established when female *Zmym3*^+/−^ mice were mated to wild-type males.

### Culture, differentiation, and gene KO of mouse SSCs

Mouse SSCs were obtained from the testes of pup (5–7 dpp) or adult mice by following procedures previously reported.^31^ The induction of c-KIT^+^ cells from SSCs were conducted by following our protocol recently pulished.^19^ The KO of *Lsd1* in SSCs was performed using an inducible Cas9-SSC line (iCas9-SSC) established recently.^21^ Sequences for sgRNAs targeting *Lsd1* were included in Supplementary Table S2.

### RNA extraction, qRT-PCR, and RNA sequencing

The isolation of spermatocytes was carried out by first sorting out tetraploid cells from total testicular cells and then selecting spermatocytes based on their forward scatter and side scatter features in FACS analysis (Supplementary Figure S6a). The purity of spermatocytes was higher than 80% as shown by the immunostainings of SYCP3 and *γ*H2AX. Total RNA from mouse testis cells and mSSCs was extracted using Trizol (Invitrogen, Carlsbad, CA, USA) according to the standard protocol. After reverse transcription of purified RNA performed using Reverse Transcription System (G3250, Promega, USA) according to the manufacturer’s protocols, qPCRs were conducted with UltraSYBR Mixture (CW0956, CoWin Biotech, Beijing, China) by following the manufacturer’s instructions on a LightCycler 480 platform (Roche Diagnostics, Basel, Switzerland). Data were acquired in biological triplicates. Relative gene expression was calculated based on ΔΔCt method using *β*-Actin as an internal control. All primer sequences of selected genes were listed in Supplementary Table S2. Prior to sequencing, the total RNA was subject to DNase treatment to eliminate genomic DNA contaminants. The quality of the RNA samples was assessed by agarose gel electrophoresis and RT-PCR detection of the expressions of selected genes. RNA samples were prepared for sequencing on the Illumina HiSeq 2000 platform (Illumina, San Diego, CA, USA). Data analysis was performed as previously described.^17^ Differentially expressed genes were identified if their *q*-values reported by the Cuffdiff software were <0.01 unless otherwise stated. GO term enrichment analyses were performed using the online DAVID program. A GO term was considered to be significantly enriched if the enrichment false discovery rate Bejamini is <0.05.

### Data analysis and statistics

Statistical analyses were performed using *t*-test. Results are presented as mean±S.D. In all figures, * and ** denote that *P*<0.05 and 0.01, respectively. All experiments were independently repeated at least three times.

## Figures and Tables

**Figure 1:**
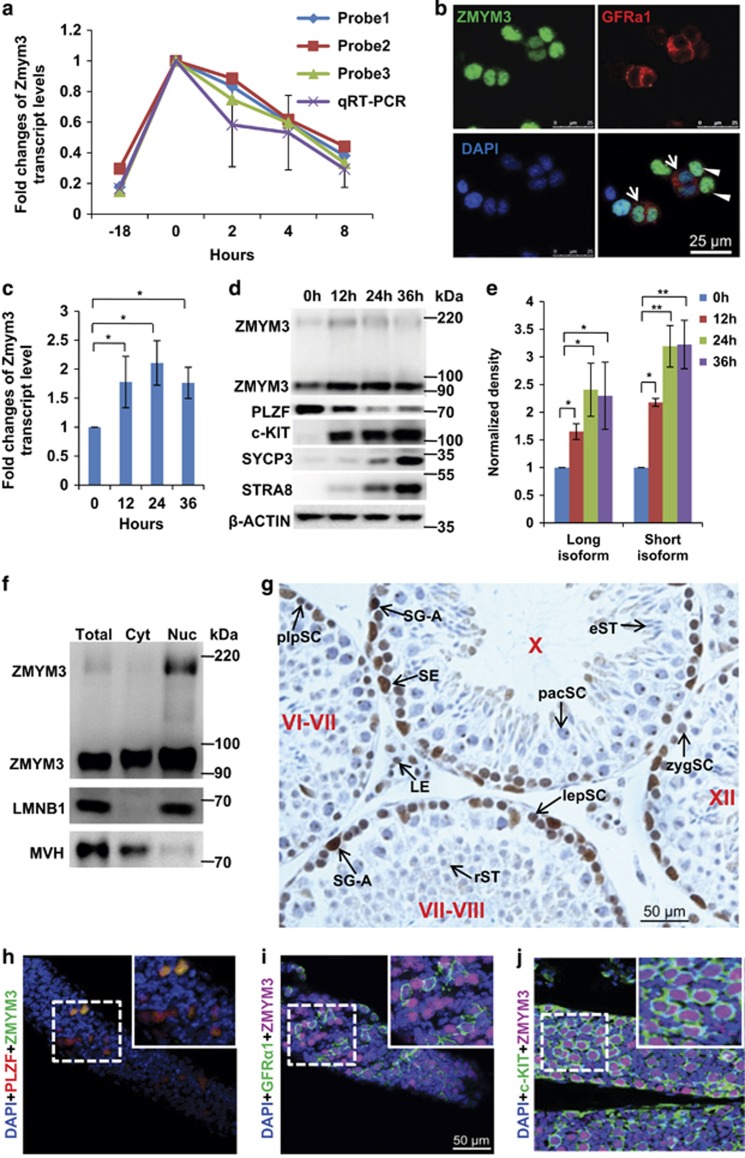
Expression of ZMYM3 in cultured mouse spermatogonial stem cells and in cells of the mouse testis. (**a**) *Zmym3* mRNAs in cultured mouse SSCs are down-regulated by GDNF (*n*=3). (**b**) Expression of ZMYM3 in cultured SSCs. Note that the signal of ZMYM3 is stronger in SSCs which are weaker in GFR*α*1 staining (arrow heads) but weaker in SSCs which are stronger in GFR*α*1 staining (arrows). (**c–e**) *Zmym3* mRNAs and proteins in cultured SSCs are up-regulated by RA as determined by qRT-PCR (**c**) (*n*=3) and Western blot assays (**d**) (*n*=4). (**e**) is the quantitative densitometry of the Western blot result in (**d**). (**f**) Western blot of ZMYM3 in cytoplasm and nuclear fractions of cultured SSCs. Total: total cell lysates; Cyt: cytoplasmic fraction; Nuc: nuclear fraction; MVH: Mouse Vasa Homolog, a germ cell specific marker and a cytoplasmic protein; LMNB1: a component of the nuclear lamina and a nuclear protein. (**g**) Immunohistochemical analysis of ZMYM3 distribution in different testicular cells of adult mice. Note that a small dot in the spermatocyte most likely representing the sex body was positively immunostained. However, it turned out to be a nonspecific signal because it was also observed in *Zmym3* KO mice (Figure 2e). Roman numerals indicate the stage of spermatogenesis. SG-A, spermatogonia type A; plpSC, preleptotene spermatocytes; lepSC, leptotene spermatocytes; zygSC, zygotene spermatocytes; pacSC, pachytene spermatocytes; rST, round spermatids; eST, elongating spermatids; SE, Sertoli cells; LE, Leydig cells. (**h**–**j**) Whole-mount co-immunostaining of ZMYM3 with PLZF and GFR*α*1 on seminiferous tubules from P6 mice and c-KIT on those from P8 mice

**Figure 2:**
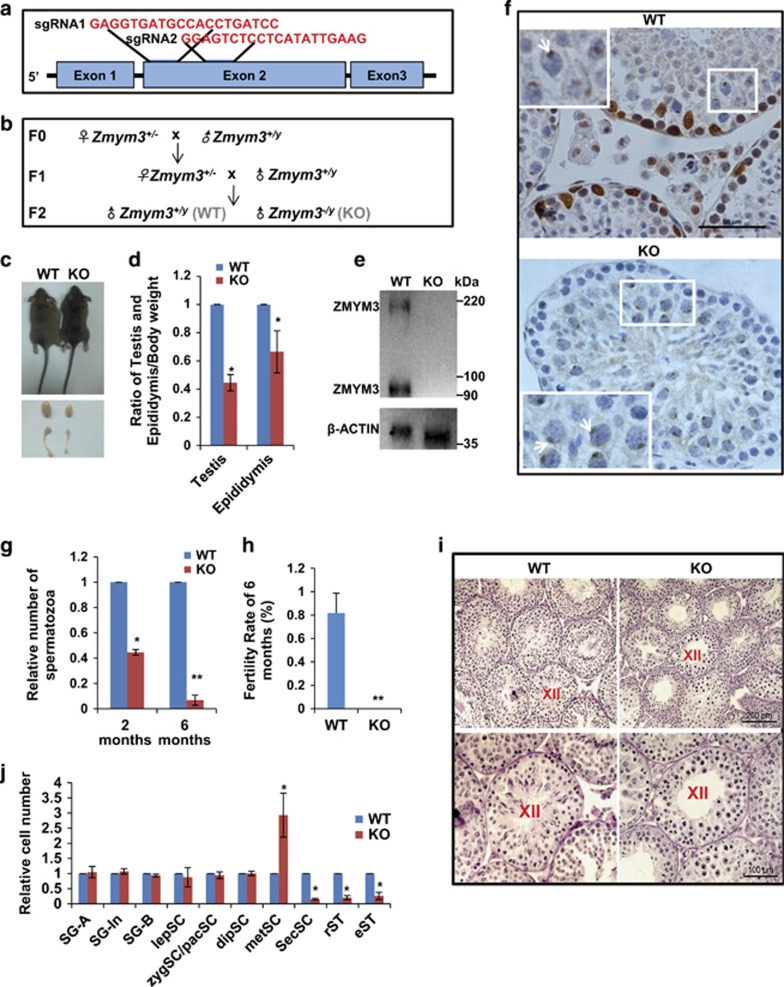
Generation and phenotypic analysis of *Zmym3* KO mice. (**a**) A schematic diagram of sgRNAs targeting the *Zmym3* loci. (**b**) Breeding strategy to generate *Zmym3* KO male mice. To exclude any unexpected phenotypes due to potential chimeric DNA deletions, we used two female founders (founder No. 1 and 2 in Supplementary Figure S3a) to cross with wild-type males for two generations to produce F2 homozygous males for in-depth phenotypic analysis. (**c**) Comparisons of the body, testis, and epididymis sizes of WT and KO mice at ages of 6 months. (**d**) Quantitative comparisons of the testis and epididymides weight betweenWT and KO mice at ages of 2 months. (**e**) Western blot analysis of ZMYM3 in WT and KO mice using total testicular cell lysates. (**f**) The absence of *Zmym3* in KO mice shown by ZMYM3 immunostaining. Note the nonspecific immunostaining of the sex body in both WT and KO mice indicated by the white-boxed insets. (**g**) Sperm count comparison between WT and KO mice at ages of 2 months and 6 months. (**h**) Fertility rates of WT and KO mice at ages of 6 months. (**i**) Histological analysis of testis sections from WT and KO mice at ages of 6 months. (**j**) Quantification of spermatogenic cell types in WT and KO adult mice based on the images shown in Supplementary Figure S4. For each cell type, at least a total of nine tubules from three mice were counted. The average numbers of cells per tubule were converted to ratios and compared between WT and KO mice (*n*=9)

**Figure 3:**
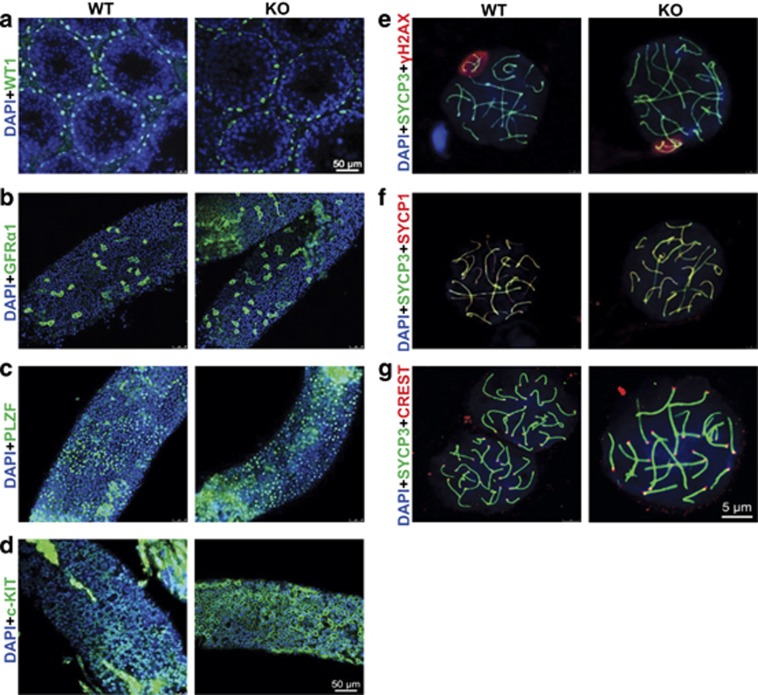
Phenotypic evaluation of testicular cells in 6-month *Zmym3* KO mice. (**a**) Immunofluorescent images of cross sections of WT and KO testes with the anti-WT1 antibodies and stained with DAPI to show nuclei. (**b**–**d**) Immunofluorescent images of whole-mount immunostained seminiferous tubules using anti-GFR*α*1, anti-PLZF and anti-c-KIT antibodies. (**e**–**g**) Immunofluorescent images of chromosome spread of spermatocytes for SYCP3 with *γ*H2AX, SYCP1, and CREST

**Figure 4:**
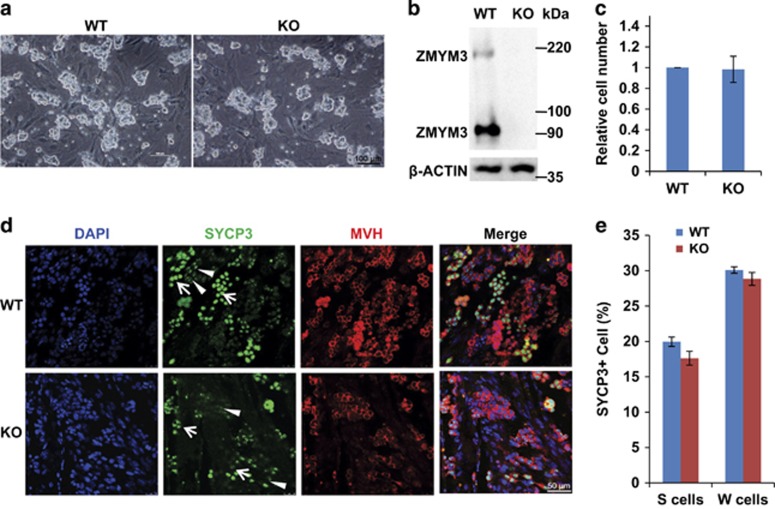
Characterization of cultured SSCs from *Zmym3* KO mice. (**a**) Bright-field images of cultured WT and KO SSCs. (**b**) Western blot of ZMYM3 protein in WT and KO SSCs. (**c**) Quantitative evaluation of proliferations of WT and KO SSCs. Equal numbers of WT and KO SSCs were seeded on MEF feeder. Cell numbers are counted 5 days later and normalized by the number of WT SSCs. (**d**) Immunostaining of SYCP3^+^ cells induced from WT and KO SSCs. Germ cell marker MVH was co-immunostained. S-cells (arrows); W-cells (arrow heads). (**e**) Quantitative comparisons in the percentages of S-cells and W-cells among all induced SYCP3^+^ cells between WT and KO SSCs. Equal numbers of WT and KO SSCs were planted on Sertoli cells. The images were taken on day 6 of induction represented by (**d**). The ratios of S- and W-cells were calculated based on the results from three independent assays (*n*=3)

**Figure 5:**
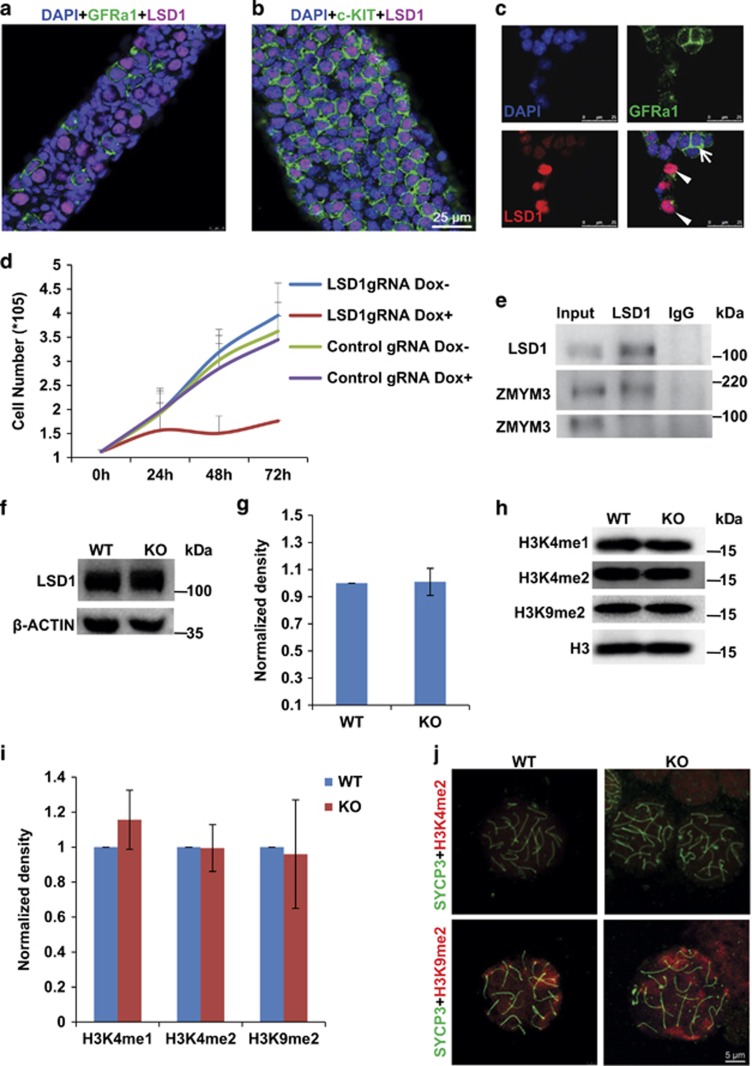
Relationship between ZMYM3 and LSD1 and epigenetic modifications. (**a**–**b**) LSD1 is expressed in c-KIT^+^ cells at a higher level than in GFR*α*1^+^ cells. Whole-mount co-immunostainings of LSD1 with GFR*α*1 and c-KIT were conducted on seminiferous tubules from P6 and P8 mice, respectively. (**c**) Co-immunostaining of LSD1 with GFR*α*1 in cultured SSCs. Note the inverse relationship in the signals of LSD1 and GFR*α*1. The signal of LSD1 is stronger in SSCs which are weaker in GFR*α*1 staining (arrow heads) but weaker in SSCs which are stronger in GFR*α*1staining (arrows). (**d**) KO of *Lsd1* in cultured inducible Cas9-SSCs with Doxycyclin suppresses the proliferation of SSCs (n =3). (**e**) The larger isoform but not the smaller one of ZMYM3 co-immunoprecipitates with LSD1 using an antibody against LSD1. (**f**–**g**) Western blot of LSD1 expression in WT and KO SSCs (*n*=3). (**g**) is the quantitative densitometry of the Western blot result in (**f**). (**h**–**i**) Western blot of H3K4me1/2 and H3K9me2 in WT and KO SSCs (*n*=3). (**i**) is the quantitative densitometry of the Western blot result in (**h**). (**j**) Immunostaining analysis of H3K4me2 and H3K9me2 in spermatocyte spreads of WT and KO mice

**Figure 6:**
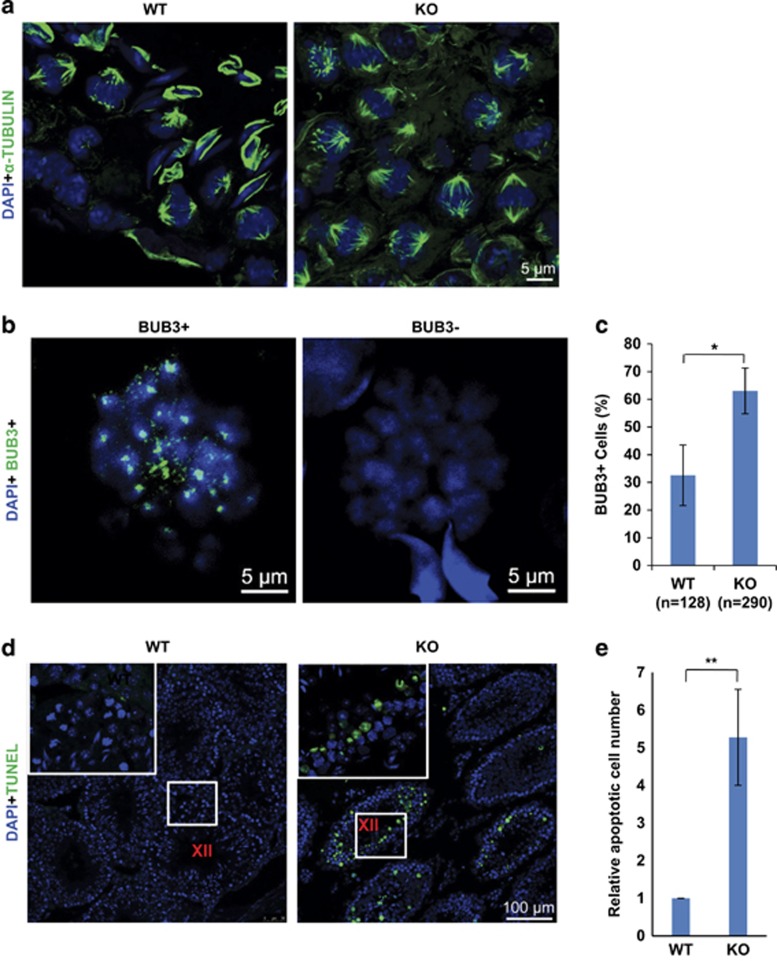
*Zmym3* KO causes MI arrest through a SAC-dependent pathway. (**a**) Immunofluorescent images of cross sections of 6-month mice testes with the anti-*α*-TUBULIN antibodies. (**b**) Immunofluorescent images of chromosome spread of spermatocytes for BUB3. (**c**) Quantitative results of the percentages of BUB3^+^ cells among MI spermatocytes from WT and KO mice. The ratios of BUB3^+^ cells were calculated based on the results from 128 and 290 cells from four WT and four KO mice. (**d**) Cell apoptosis assay by TUNEL staining of testis sections from WT and KO mice. (**e**) Quantitative results of apoptotic cells among MI spermatocytes

**Figure 7:**
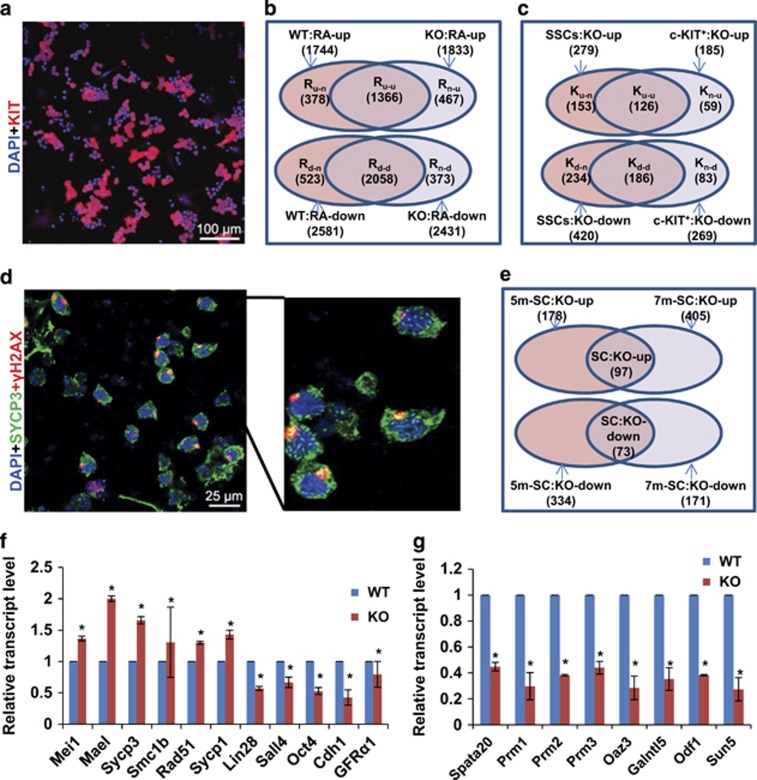
RNA-Seq analysis of the effect of *Zmym3* KO on gene expression in cultured SSCs and isolated spermatocytes. (**a**) c-KIT^+^ cells were induced from both WT and KO SSCs by 100 nM RA 36 h after RA treatment. Only result for WT SSCs is shown. (**b**) Gene sets up- or down-regulated by RA in WT and KO SSCs. (**c**) Gene sets up- or down-regulated by *Zmym3* KO in SSCs and induced c-KIT^+^ cells. (**d**) Immunostaining of SYPC3 and *γ*H2AX on spermatocytes isolated from WT or KO mice to show that higher than 80% of the cells were double positively stained. Only the result for WT mice is shown. (**e**) Gene sets up- or down-regulated by *Zmym3* in isolated spermatocytes from 5- and 7-month mice. (**f**–**g**) qRT-PCR evaluation of the expression of genes identified by RNA-seq analysis

**Table 1:** Differentially expressed genes in cultured Zmym3 WT and KO SSCs and isolated spermatocytes by RNA-Seq analysis

**Subset**	**Enriched GO terms**	**Genes**
Rn-u (*q*<0.01)	Regulation of transcription, DNA-templated	ZFP12, ZFP40, MAF1, ZKSCAN3, ZFP788, ZFP786, MAP3K7, EPC1, MDFIC, RNF38, ZFP687, ZFP503, ZFAT, ZFP882, INSR, NFX1, ZFP518A, ZFP422, ZFP423, SATB2, KHDRBS3, RBL2, ZFX, ZHX1, ZFP629, ZFP128, ZFP592, ZFP827, ZFP120, ZFP280C, IGSF1, NCOA5, PRDM5, ZFP697, MAPK8, ZFPM1, ZFP516, ZFP229, ZFP511, ZFP369, ZSCAN12, MEAF6, ZFP715, ERBB4, ZFP612, ZFP398, ZFP318, ZFP113, ZFP319, AI987944, ZFP768, ZFP316, ARNT, ZFP317, MED12L, MYCBP2, HIC2, ZFP956, RB1CC1, ZFP410, TRP53INP2, NKX3-1, MLLT1, ZFP217, ZFP810, SLC30A9, CHD5, ZFP251, ZFP382, TGFBR1, KLF11, KCTD1, ZBTB41, ZFP445, ZFP709, ZFP746, ZFP809, SP3, ZFP282, ZFP488, HOXB6, ZFP800, ZFP536, HDAC8, KLF4
Ru-n (*q*<0.01)	Cell cycle	ARHGEF2, STOX1, SYCP2, MCM3, SYCP1, SMC2, LATS2, SPDYA, RIF1, PMP22, UBE2S, HELLS, STAG1
KO-up (*q*<0.05)	Spermatogenesis	RNF17, MEI4, MYCBPAP, MOV10L1, SYCP1, CLOCK
	Negative regulation of transcription from RNA polymerase II promoter	EID1, HNF1B, HMGN2, E2F7, E2F8, SOX2, WWC1, MAEL, PAWR, TCF7L2, GLI3, TGFB1, NR1H2, NIPBL, AES, ZKSCAN17, JUND, NR2F6, POU3F3, BHLHE40, ETV6, SIK1, EGR1, ASXL2, EPAS1, FOXJ1, ARID5B, RBL1, CDK6, PLK3, PHF19, HDAC1, HIPK1, BTG2, ID1, JUN, DLX4, SIX1, HIST1H3C, PEG3, NFIB
	Positive regulation of transcription from RNA polymerase II promoter	HNF1B, E2F7, E2F8, JAG1, ZIC1, GLI3, TGFB1, WBP2, HSPH1, TMEM173, NOBOX, IFRD1, TOP2A, AGAP2, EGR1, ARHGEF2, FOXJ1, SOX12, GRHL3, SIX4, PRKD2, DCAF6, NME2, JUN, SIX1, KDM6B, PEG3, SOX2, TCF7L2, ARID2, NR1H2, RGMA, NIPBL, JUND, POU3F3, ETV6, ETV4, ASXL2, KAT2B, EPAS1, ATAD2, IGF2, CAPRIN2, MNAT1, ATF4, HDAC1, BMP7, BMPR1A, NFIB
KO-down (*q*<0.01)	Collagen fibril organization	ADAMTS14, SFRP2, COL3A1, COL1A2, FOXC2, COL1A1, COL5A2, COL5A1
	Embryonic skeletal system morphogenesis	HOXB4, HOXB2, HOXB7, HOXB8, HOXB5, SOX11, HOXB6, HSPG2, FOXC2
	Cell adhesion	TLN2, TNC, PTPRS, COL28A1, CDH1, ITGA3, STAB2, COL16A1, SRC, COL5A1, CASS4, COL7A1, LAMA5, ITGA5, COL6A5, COL6A4, COL6A2, COL6A1, RELN, AATF, EMB, THBS1, THBS2, SPP1
	Anterior/posterior pattern specification	CTNNBIP1, HOXB4, HOXB2, HOXB7, LHX1, HOXB8, SFRP2, HOXB5, HOXB6, HOXB9, TCF15
SC:KO-down *p*<0.05	Spermatogenesis	Prm1, Prm2, Prm3, Klhl10, Odf1, Chd5, Sun5, Ccdc63, Oaz3, Spata20, Galntl5, Atp1a4, Acsbg2

# Supplementary material for: Gene knockout of Zmym3 in mice arrests spermatogenesis at meiotic metaphase with defects in spindle assembly checkpoint
**Source:** Cell Death Dis. 2017 Jun 29;8(6):e2910–. doi: 10.1038/cddis.2017.228

# Index of Supplemental data

## Supplemental Materials and Methods

## Supplemental Figure Legends

## Supplemental Figures

## Supplementary Tables 1 and 2

## Supplementary Tables 1 (Table S1)

## Differentially expressed genes and GO term enrichments of cultured Zmym3 WT and KO SSCs and isolated spermatocytes by RNA-Sequencing analysis.

## Supplementary Tables 2 (Table S2)

**Primers, sgRNA sequences and antibodies used in this study.**

# Supplemental Materials and Methods

## Generation of KO mice and fertility test

We genotyped four female founders by sequencing the genomic locus targeted by the gRNAs. For all founders, we cloned the PCR-amplified fragments of the locus into the T-vector, transformed E.coli, and then sequenced the bacterial colonies representing various alleles (Supplementary Figure S3a). For founder No. 1, we sequenced 9 colonies and found 3 contained WT *Zmym3* sequence (allele +), 1 contained a KO sequence with a 3-bp deletion (allele 1, a1), and 5 contained a KO sequence with a 106-bp deletion (a2). Because three alleles were identified in one mouse, this founder must be chimeric containing at least two cell types with the following possible genotypes: +/+;a1/a2, or +/a1;+/a2. We crossed this founder female with a WT male and +/a2 heterozygous female offspring were born. Based on these results, we reasoned that the a1/a2 germ cells of the founder were fertile if the founder was +/+;a1/a2 chimera while we knew nothing about the fertility of the homozygous KO female if the founder was of the +/a1;+/a2 genotype. If the founder contained three cell types, one possible genotype was +/+;a1/a1;a2/a2. In this situation, the homologous mutant germ cells were fertile as the +/a2 offspring were derived. For founder No. 2, we sequenced 10 colonies and found that 7 represented a mutant allele with a 128-bp deletion (a3) and 3 represented a mutant allele with a 114-bp deletion (a4). Therefore, the founder was most likely either heterozygous with the a3/a4 genotype or chimeric with the a3/a3;a4/a4 genotype. We crossed this founder female with the WT male and produced both +/a3 and +/a4 female offspring. These results suggested that the KO female was fertile regardless of the genotypes. For the founder No. 3, we sequenced 6 colonies and found that 5 contained a mutant allele with a 159-bp deletion (a5), and 1 contained a mutant allele with a 23-bp deletion (a6). For founder No. 4, we sequenced 9 colonies and found that 4 contained a mutant allele with 2 deletions (one being a 19-bp deletion, and the other being a 14-bp deletion, a7) and 5 contained a mutant allele with a 128-bp deletion (a8). Similarly, these two founders also gave birth to offspring when crossed with WT males. We did not genotype the F1 offspring of No. 3 and No. 4 founders, but reasoned that the founder homozygous females, if they had been generated, were fertile regardless their genotypes. We used the a2/y and a3/y F2 males, which were collectively named -/y (KO) males, for further phenotypic evaluation in the present study. *Zmym3* WT or KO male mice were each housed with two 8-week-old C57BL/6 wild-type female mice for 1 month. Female mice were checked for the presence of a vaginal plug every morning to determine mating activity. The female mice that were vaginal plug positive were separated and observed for 3 weeks for pregnancies. The plugging rate and the number of litter per female were recorded, and fertility rate was calculated.

## Quantification and comparison of spermatogenic cells from WT and KO mice

The quantification of type A spermatogonia (SG-A), intermediate spermatogonia (SG-In), type B spermatogonia (SG-B), leptotene spermatocytes (lepSC), zygotene spermatocytes (zygSC), pachytene spermatocytes (pacSC), diplotene spermatocytes (dipSC); metaphase I spermatocytes (metSC), secondary spermatocytes (secSC), round spermatids (rST), elongating spermatids (eST) was conducted based on histological evaluation. Briefly, on PAS-stained paraffin embedded sections, we identified various spermatogenic cells from the cross sections of seminiferous tubules at certain stages, in which the above spermatogenic cell types were enriched (SG-A from I-II, SG-In from III-IV, SG-B from V-VI, lepSC and rST from VII-VIII, dipSC from XI, zygSC/pacSC from XI-XII, secSC and metSC from XII, and eST from IX-X). For each cell type, at least 9 cross sections from 3 mice were counted. For comparison between WT and KO mice, the numbers per cross section of each cell type were normalized by the number of the WT mice, and the resulting ratios (the one from WT mice being always 1) were compared. For sperm count, cauda epididymis was dissected and immediately minced in 1 ml 1 × PBS solution. Semen was released (15 min at 37℃, 5% CO_2_) from three to five small incisions. Thereafter, the total sperm count was assessed using a hemocytometer.

## Isolation of spermatocytes

Testes of 6-month-old mice were collected, their albuginea were removed. The seminiferous tubules were fragmented and subsequently digested into single cells using a two-step procedure. The first step digestion was carried out using 1 mg/ml type IV collagenase (Sigma) for 5 min at 37 °C to generate shorter fragments of seminiferous tubules. In the second step, the tubule fragments were digested with 0.25% trypsin and 1 mg/ml DNase I (Sigma) at 37 °C for 5 min into single cells. The cells were firstly FACS sorted to collect tetraploid cells which were further sorted into two populations based on their forward scatter (FSC) and side scatter (SSC) features. The population of larger sizes consisted mainly of pachytene spermatocytes of about 80% purity based on the co-immunostaining of SYCP3 and rH2AX were collected.

## TUNEL Assay

Apoptosis assay was performed using the Deadend Fluorometric TUNEL system (Promega) according to the manufacturer’s protocol. Images of TUNEL staining were acquired with a confocal fluorescence microscope (Leica).

## Histology, Immunohistochemistry and Immunofluorescent staining

Fresh mouse testes were fixed in Bouin’s solution (Sigma) or 4% paraformaldehyde overnight at 4℃. Bouin-fixed testis cross-sections were used for H&E staining and periodic acid-Schiff (PAS) staining, and PFA-fixed sections were used for immunohistochemistry and TUNEL staining. H&E staining, PAS staining or immunohistochemistry analyses were carried out following standard protocols. Frozen testis cross-sections and cultured mSSCs were used for immunofluorescent staining. Slides were incubated overnight at 4 ℃ with primary antibodies. On the following day, secondary antibodies were added at room temperature for 2 h. Nuclei were counterstained with DAPI (Sigma). The antibodies used and their dilutions were listed in Table S2.

## Whole-mount immunostaining

Mouse testes were dissected to remove the tunica albuginea, and seminiferous tubules were untangled. Tubules were fixed at paraformaldehyde overnight at 4℃, washed twice with PBS, and blocked with 5% BSA in PBS at 4℃ overnight. The rest of the immunostaining followed the protocol described above.

## Spermatocyte spread

Spermatocyte spreads of testicular samples were performed as previously described by Peters et al.^32^

## Western blot

For Western blot analysis, mSSCs or testis cells were lysed using RIPA lysis buffer (Beyotime Biotechnology). Proteins were separated by 10% SDS-PAGE and electrotransferred onto nitrocellulose membranes. Membranes were then blocked with 5% nonfat milk for 1 h at RT, and then incubated with primary antibodies overnight at 4℃. After washing, membranes were incubated with HRP-conjugated secondary antibodies for 2 h at RT. The proteins were detected using the Supersignal West Pico Chemiluminescent Substrate (Thermo Scientific) before exposure to gel imaging system.

## Figure Legends

## Supplementary Figure S1. Aligned sequences of human and mouse full-length Zmym3. Various domains are color-shaded on the mouse sequence. The encoding exons of the mouse genes are mapped to the protein sequences. This antibody was developed using a synthetic peptide corresponding to amino acids (AAs) 250-300 of the human ZMYM3, which is almost identical to the mouse sequence except for 2 AAs.

## Supplementary Figure S2. ZMYM3 expression profiles in testis and other organs of adult mice. (a) Characterization of the commercial antibody by the co-immunostaining of ZMYM3 and GFP in 293FT cells that were transfected with a plasmid that expresses the GFP-ZMYM3 fusion protein. Scale bar, 50 µm. (b) Alternatively spliced variants of Zmym3 and the lengths and masses of corresponding predicted proteins. Exons encoding the zinc finger (ZNF) domains and the peptide for antibody development are marked. Two groups of protein isoforms were predicted from some validated mRNA sequences, the full-length group (>=1278 AAs, 142 kDa), the shorter group (349~540 AAs, 37~58kDa). (c-d) Zmym3 mRNAs expression profile in six types of mouse spermatogenic cells by RNA-seq (c) and qRT-PCR (n=3) (d) . (e-g) Zmym3 mRNA and protein expression profiles in eight organs of adult mice by RNA-seq (e), qRT-PCR (n=3) (f) and Western blot (g). (h-i) Immunohistochemical analysis of ZMYM3 distribution in ovary of 21-day old mice. Note that ZMYM3 was predominantly present in granulosa cells of all stage follicles and was mainly detected in germ cells of the primordial and primary follicles. The proteins in other stage oocytes were either weakly present or absent.

## Supplementary Figure S3. Morphological comparisons on the testes of the WT and KO mice. (a) Sequencing results of T-A colonies of targeted fragments amplified from the genomes of four female founders. (b) Sizes and histology of testes and epididymides from WT and KO mice at various ages were evaluated visually or by HE staining. Scale bar, 100 µm. (c) TUNEL staining of testis sections from WT and KO mice at ages of 2 months. Scale bar, 50 µm. (d) Histological analyses of sperms from WT and KO mice at ages of 2 months. Scale bar, 100 µm.

## Supplementary Figure S4. (a-g) Staging of the seminiferous tubules of the WT and KO mice by PAS staining. Scale bar, 50 µm.

## Supplementary Figure S5. Co-immunostaining of SYPC3 and γH2AX on the testis sections of the WT and KO mice.

## Supplementay Figure S6. FACS sorting of spermatocytes for RNA-Seq analysis (a) FACS sorting of tetraploid cells from total testicular cells (left) The population of larger size based on their forward scatter (FSC) and side scatter (SSC) features was further sorted from the tetraploid cells (right). (b) The expression of genes involved in SAC according to RNA-seq analysis.

## Supplemental figures

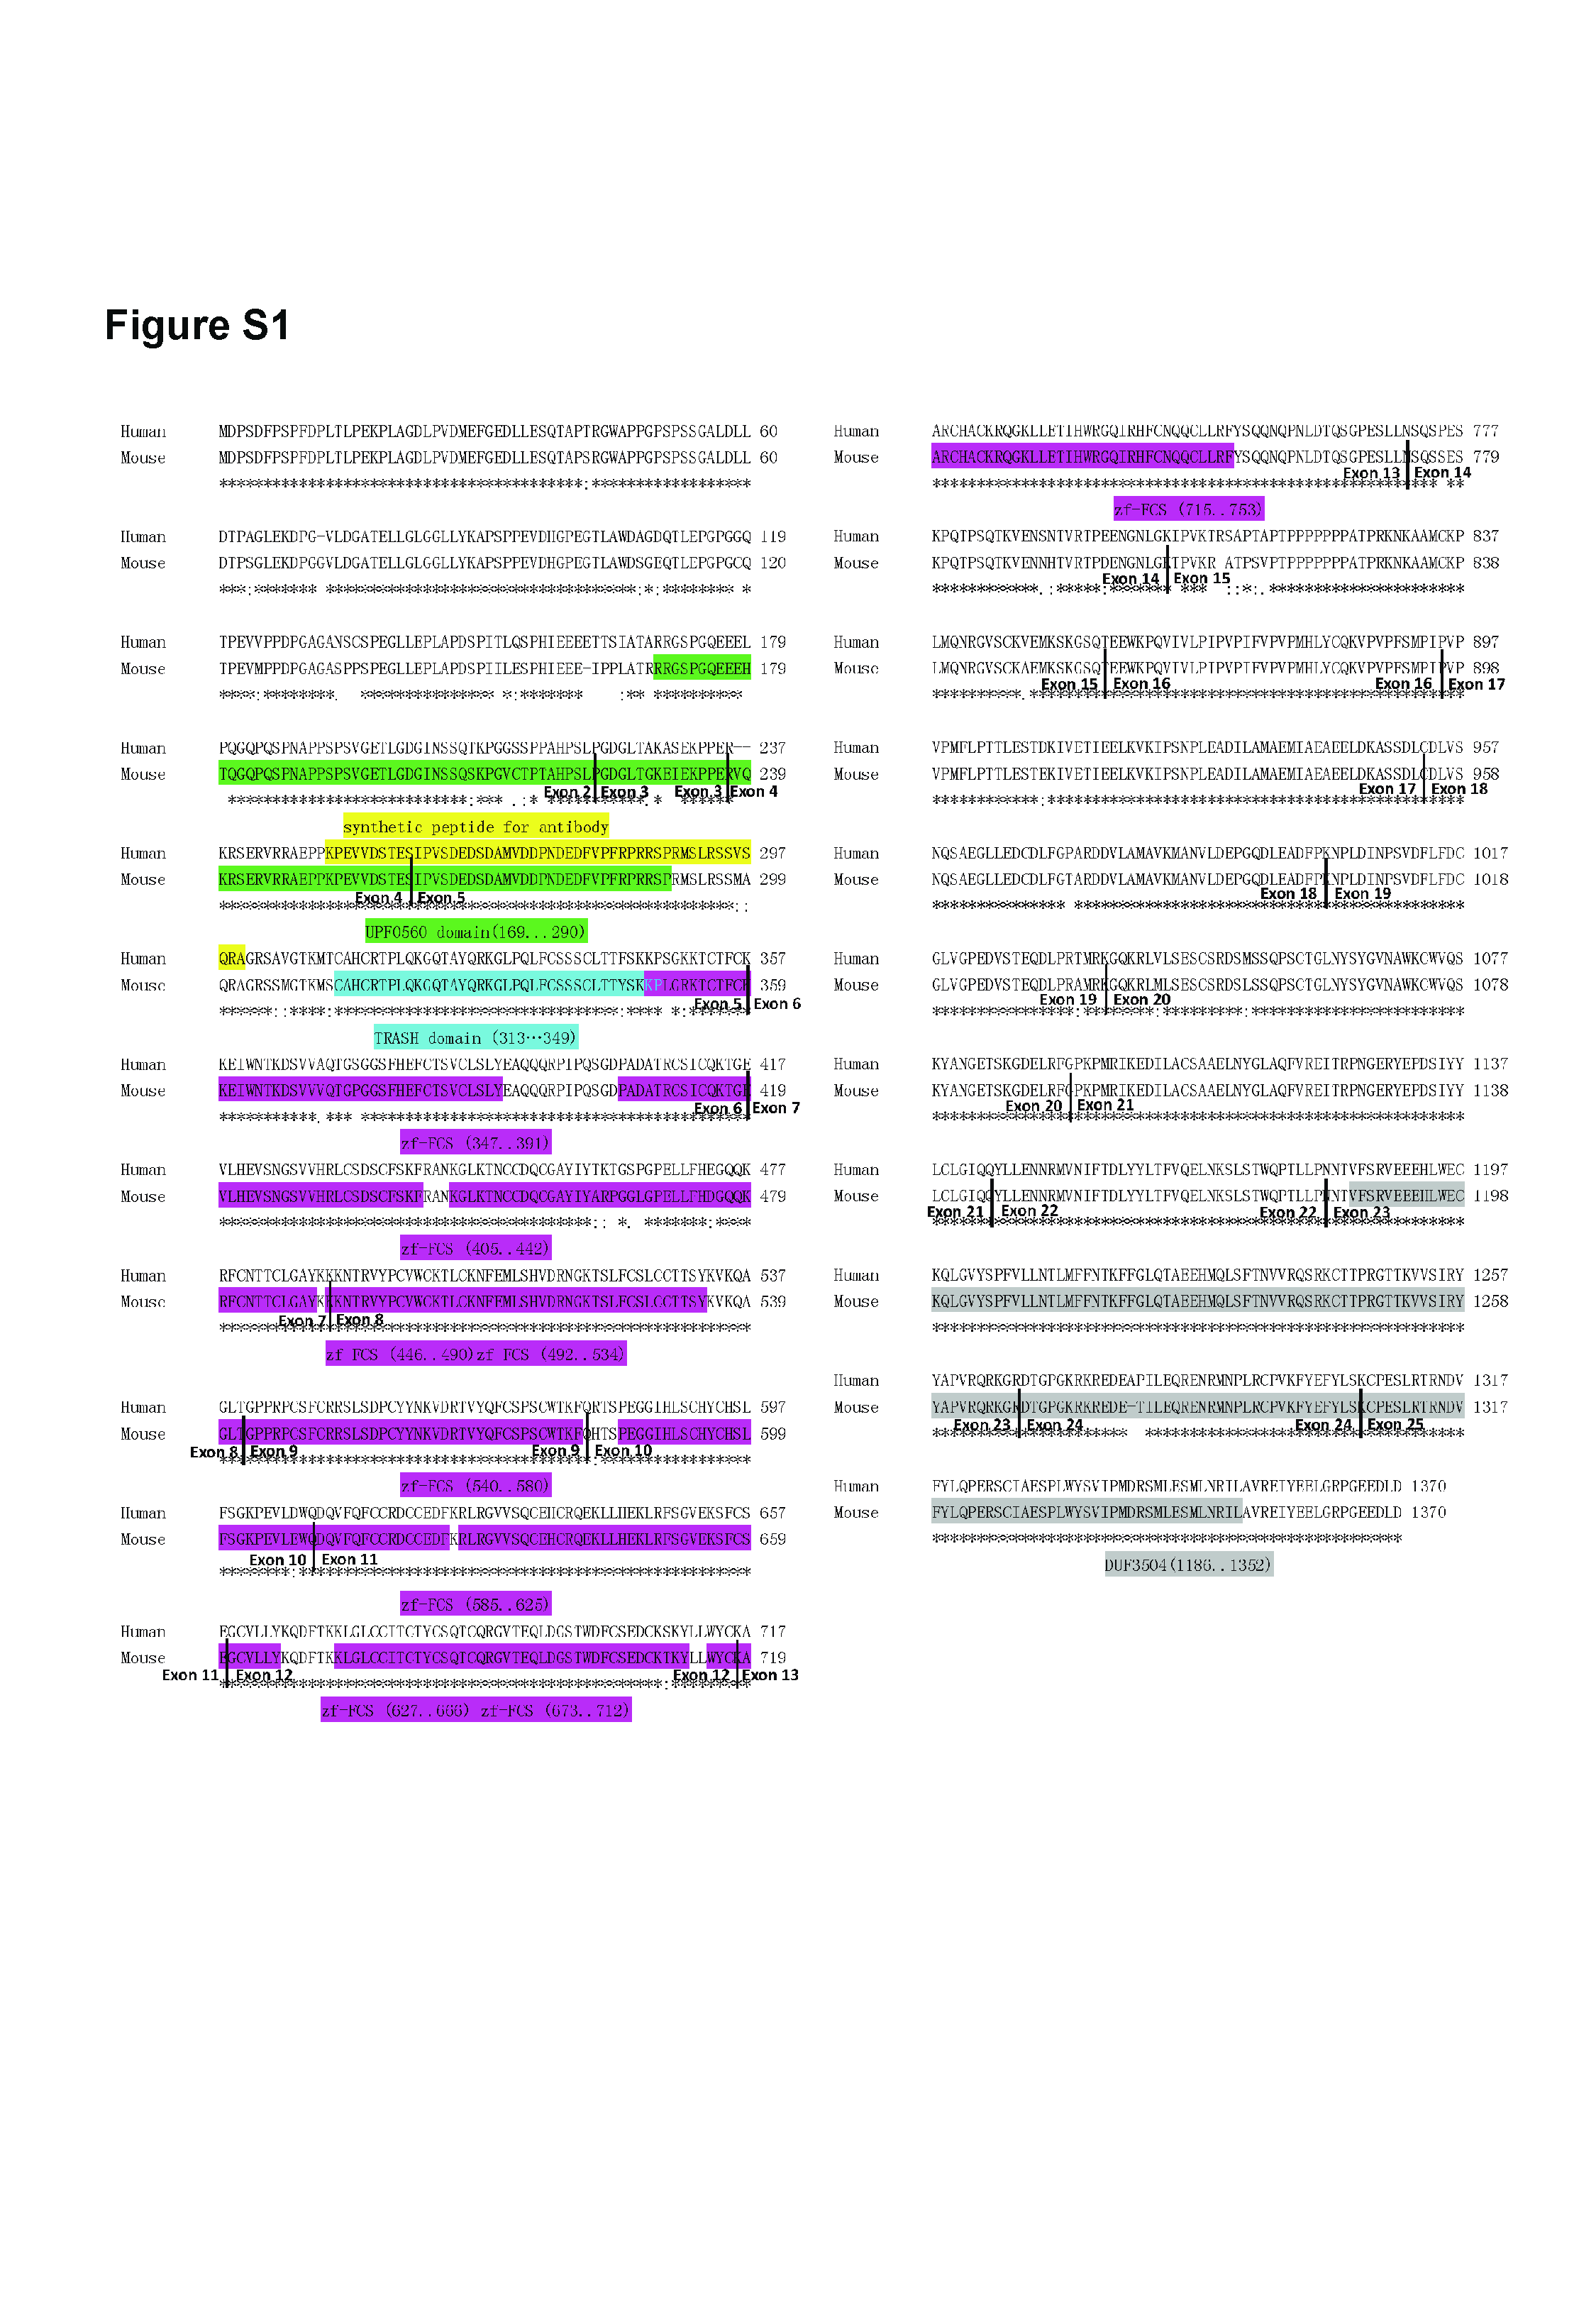

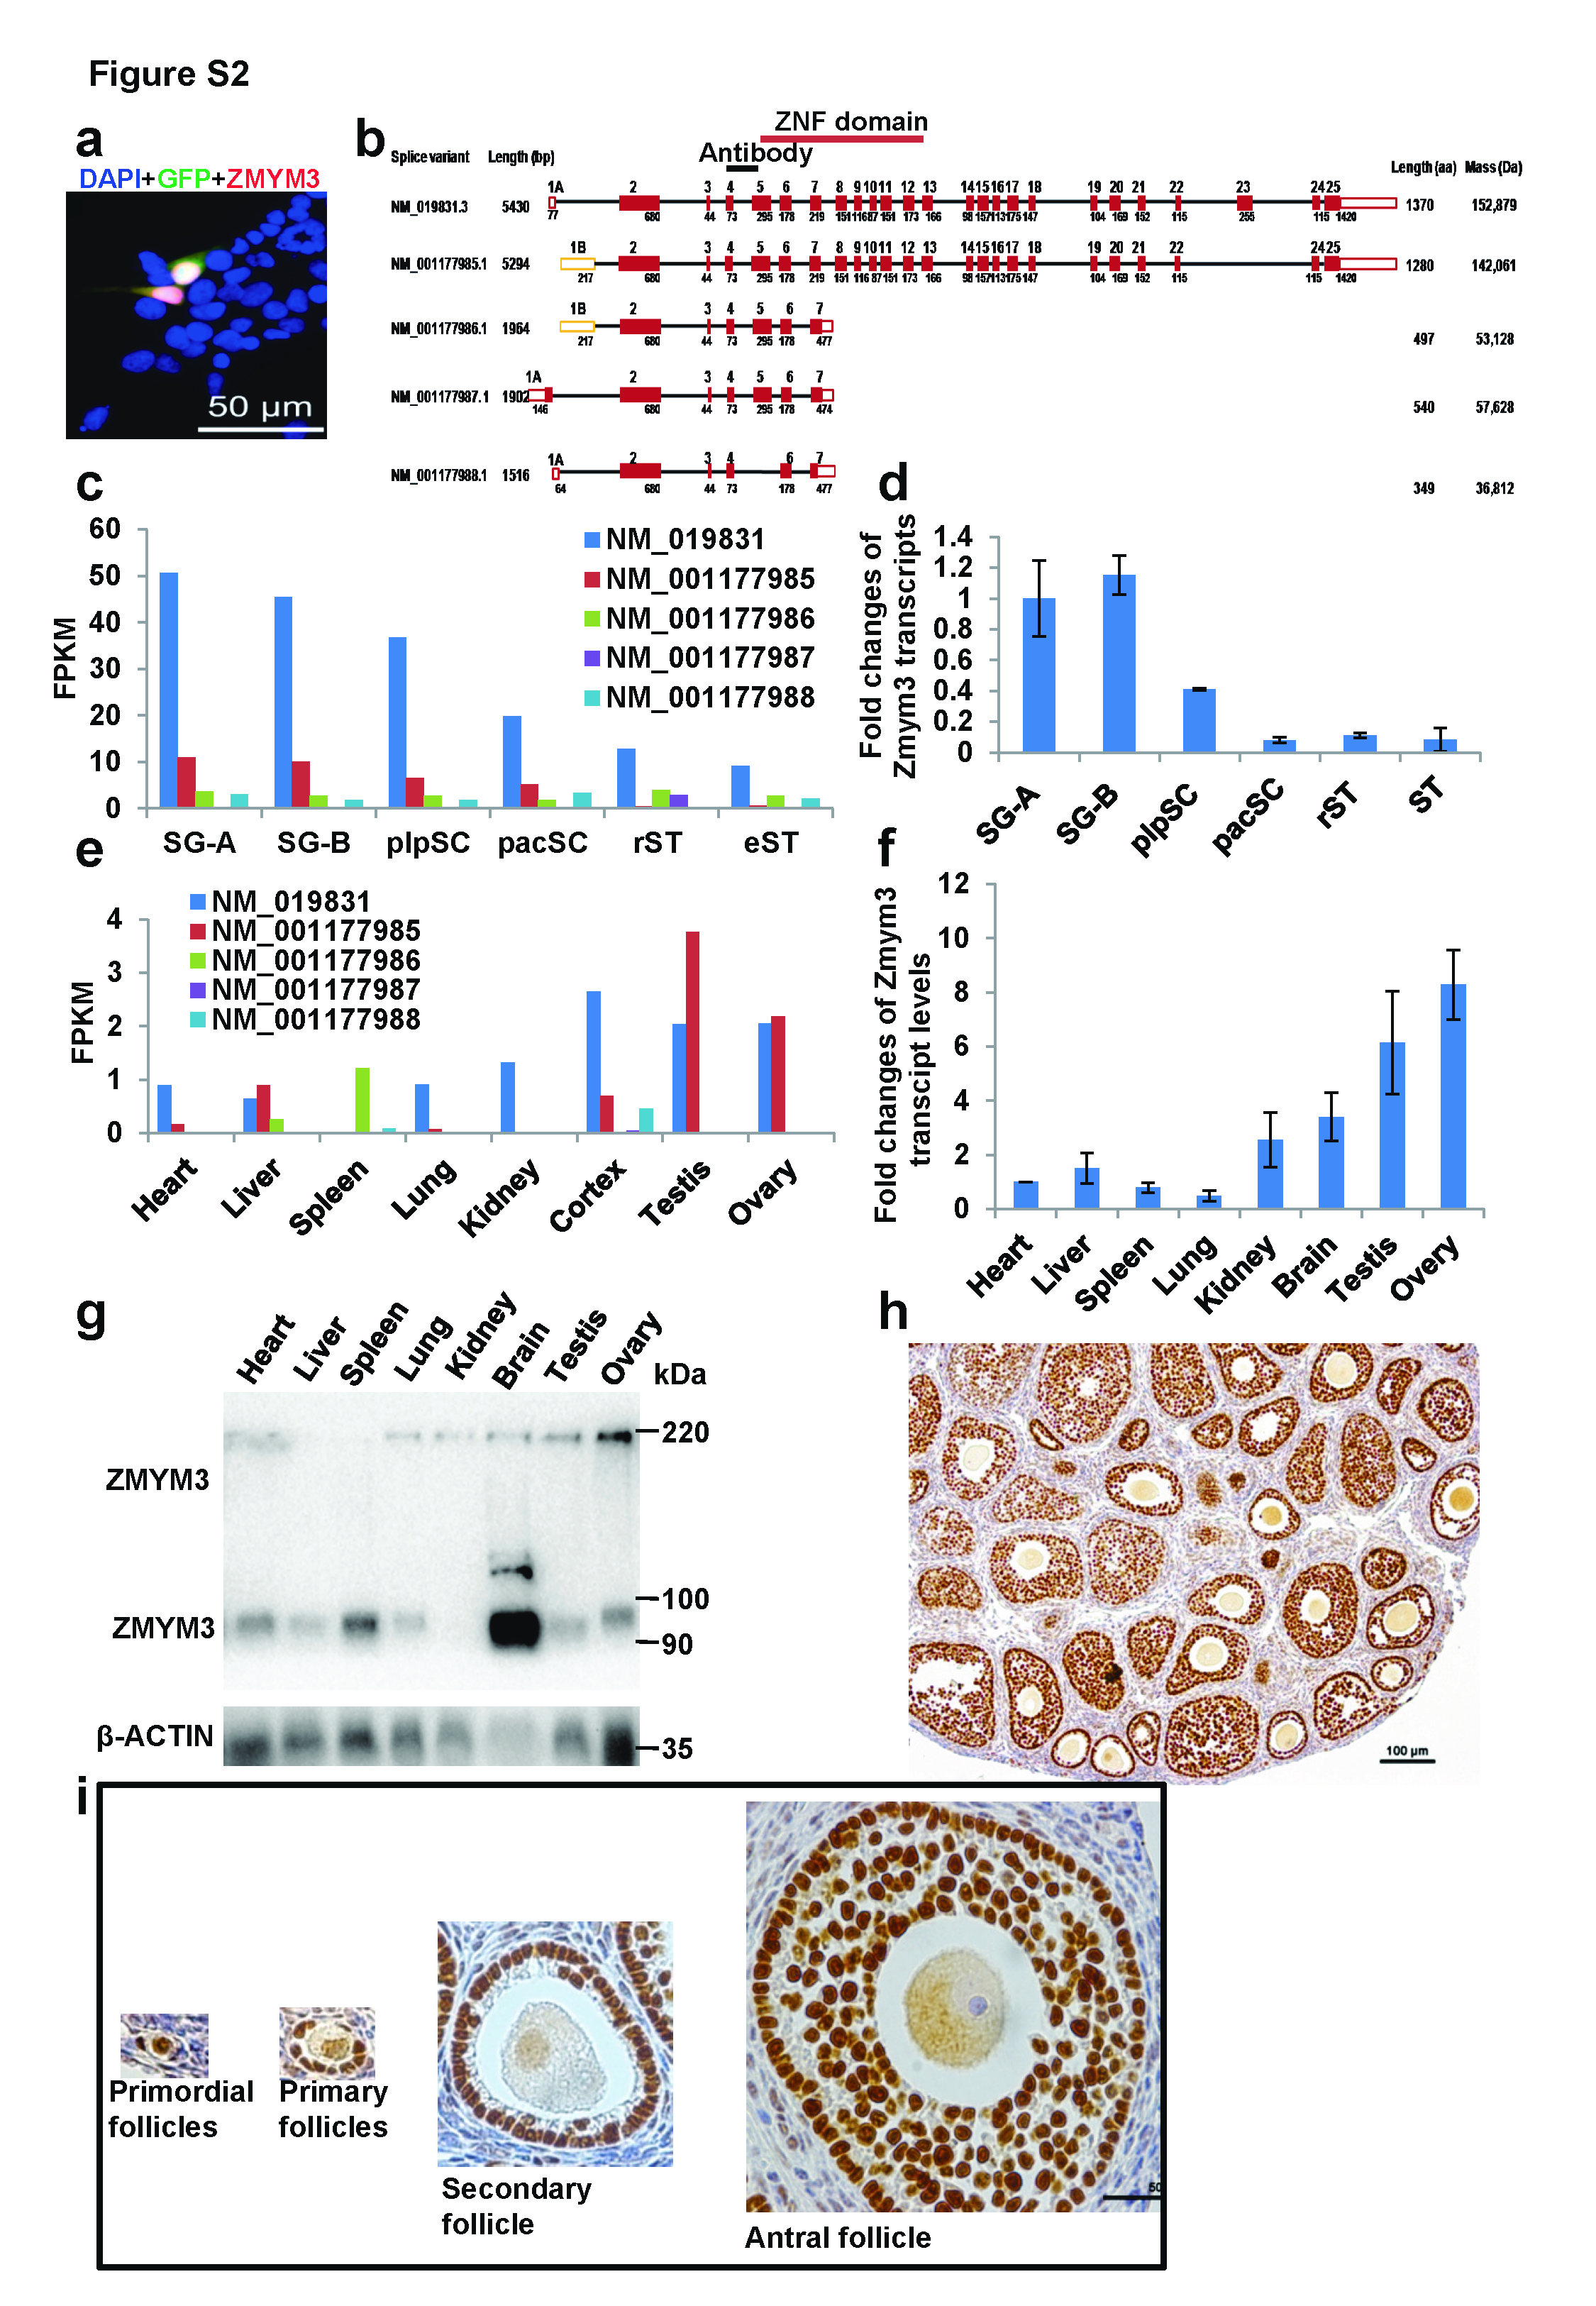

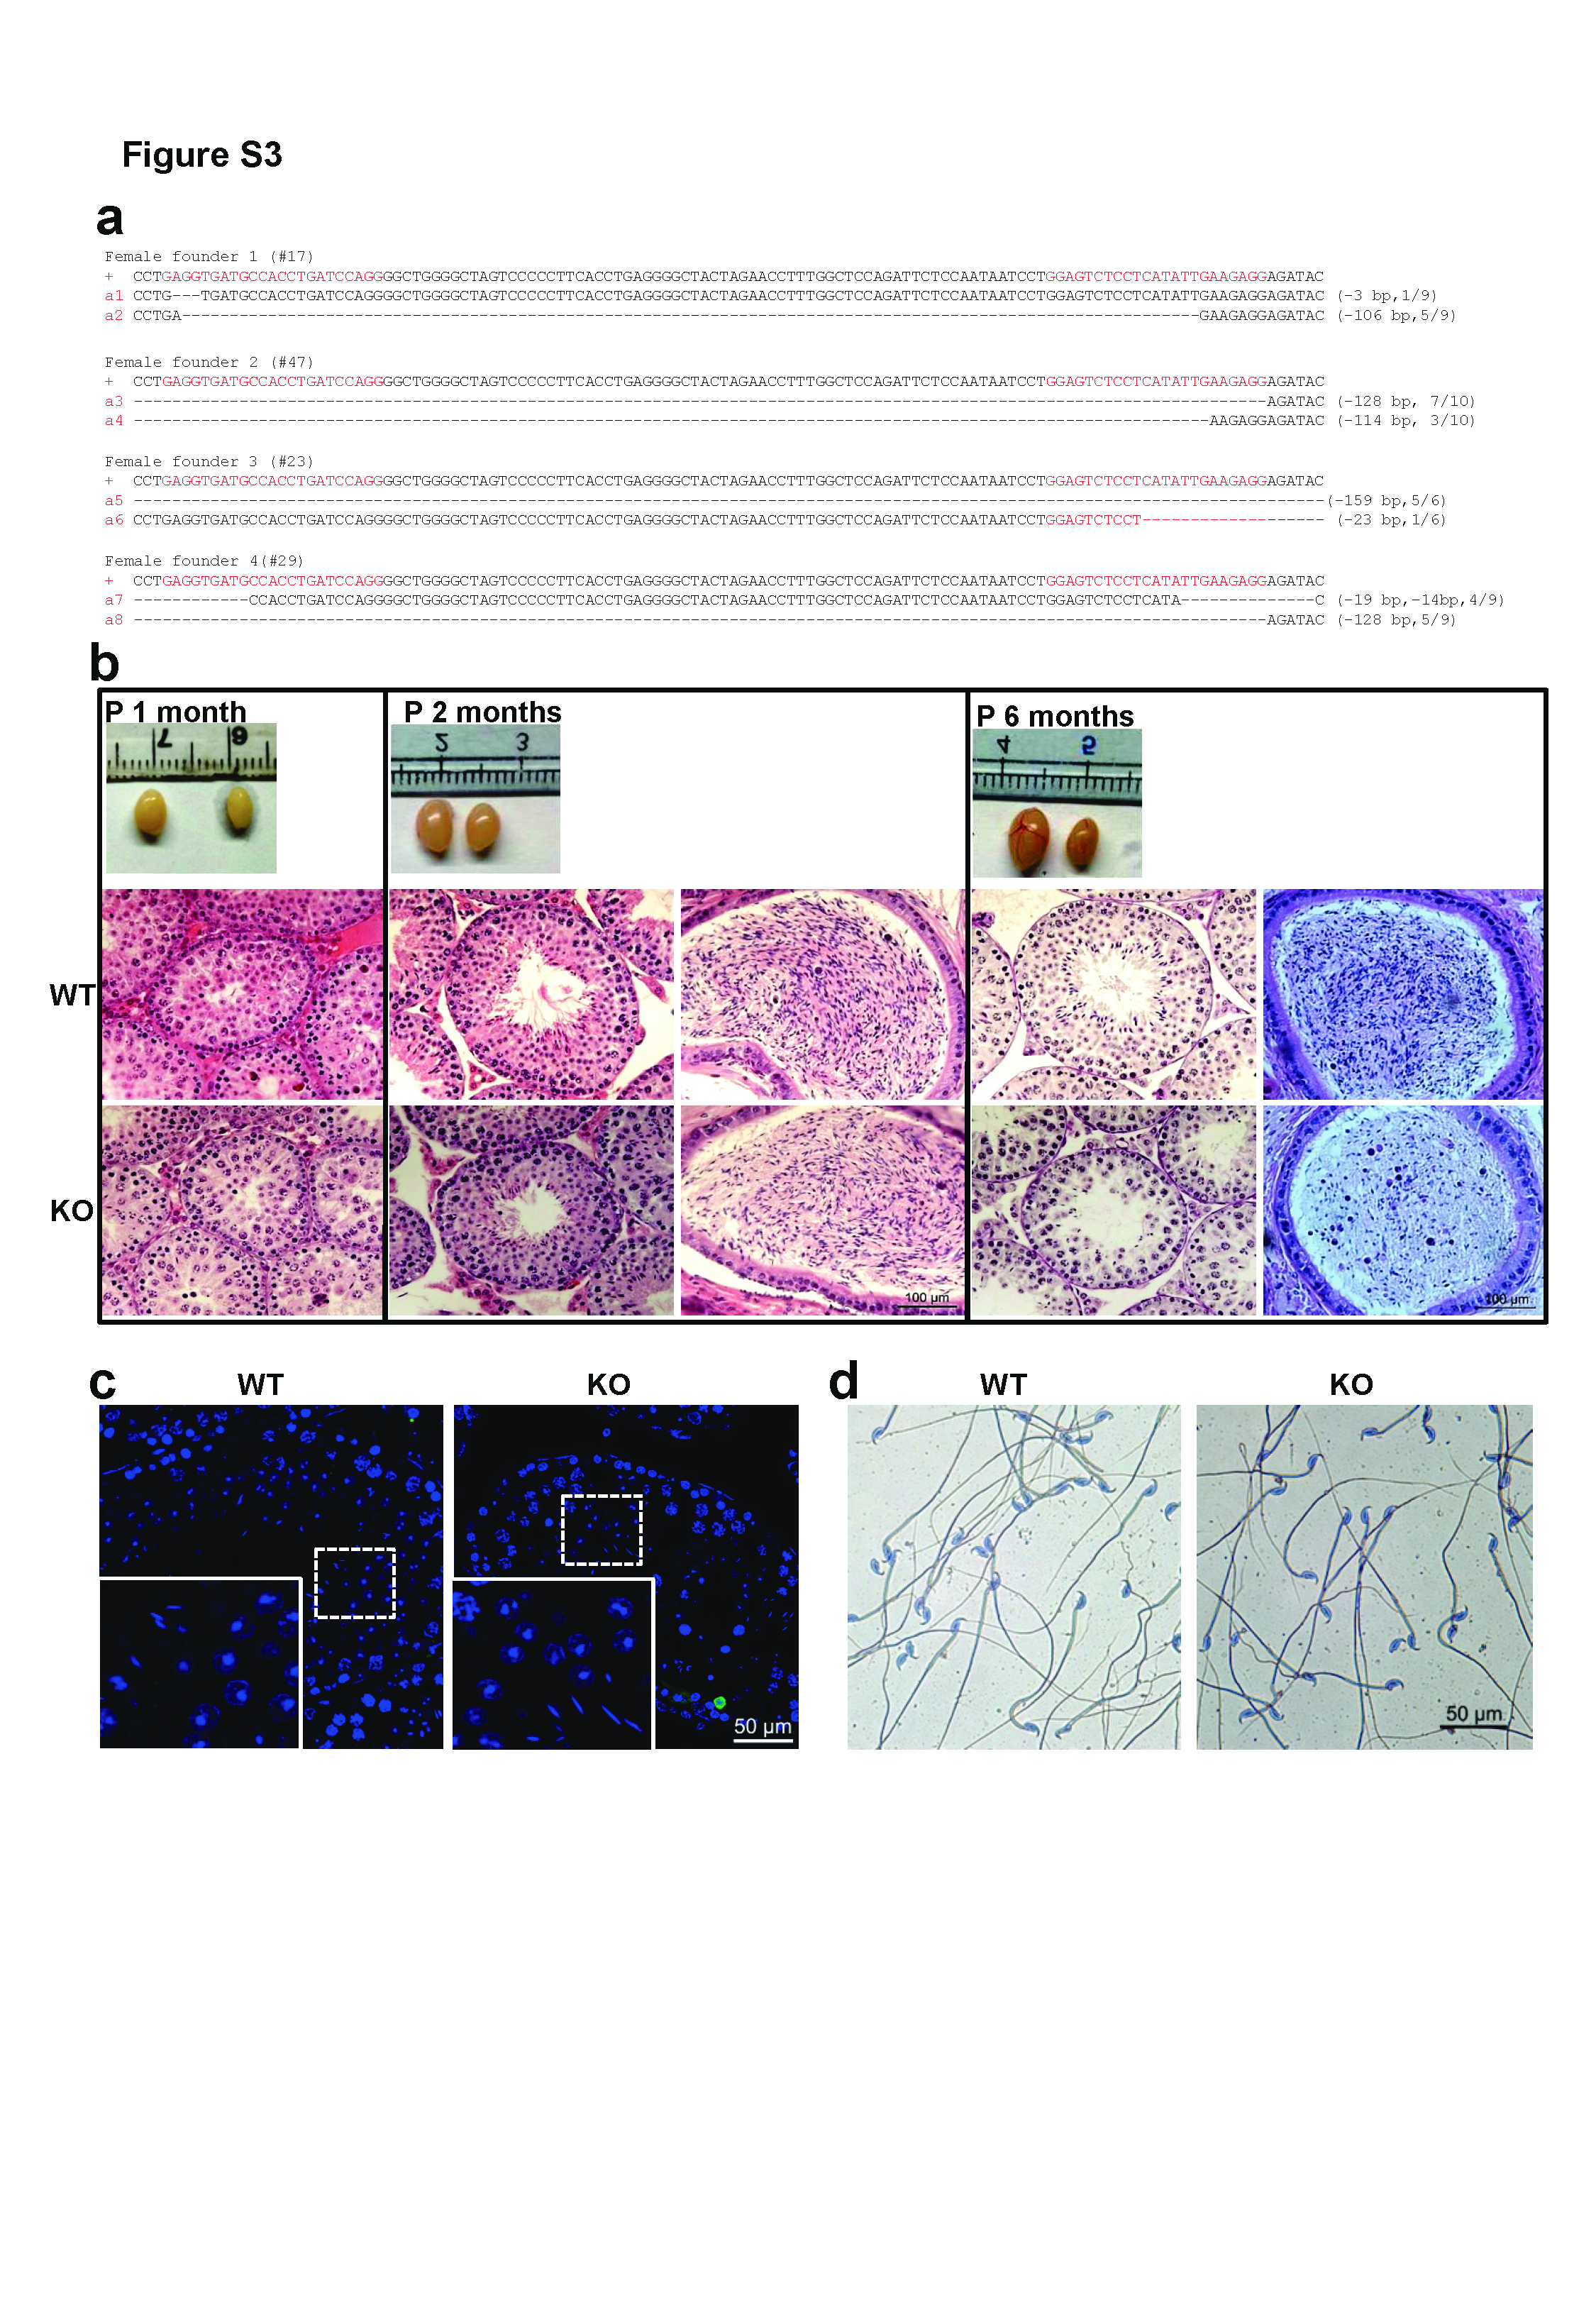

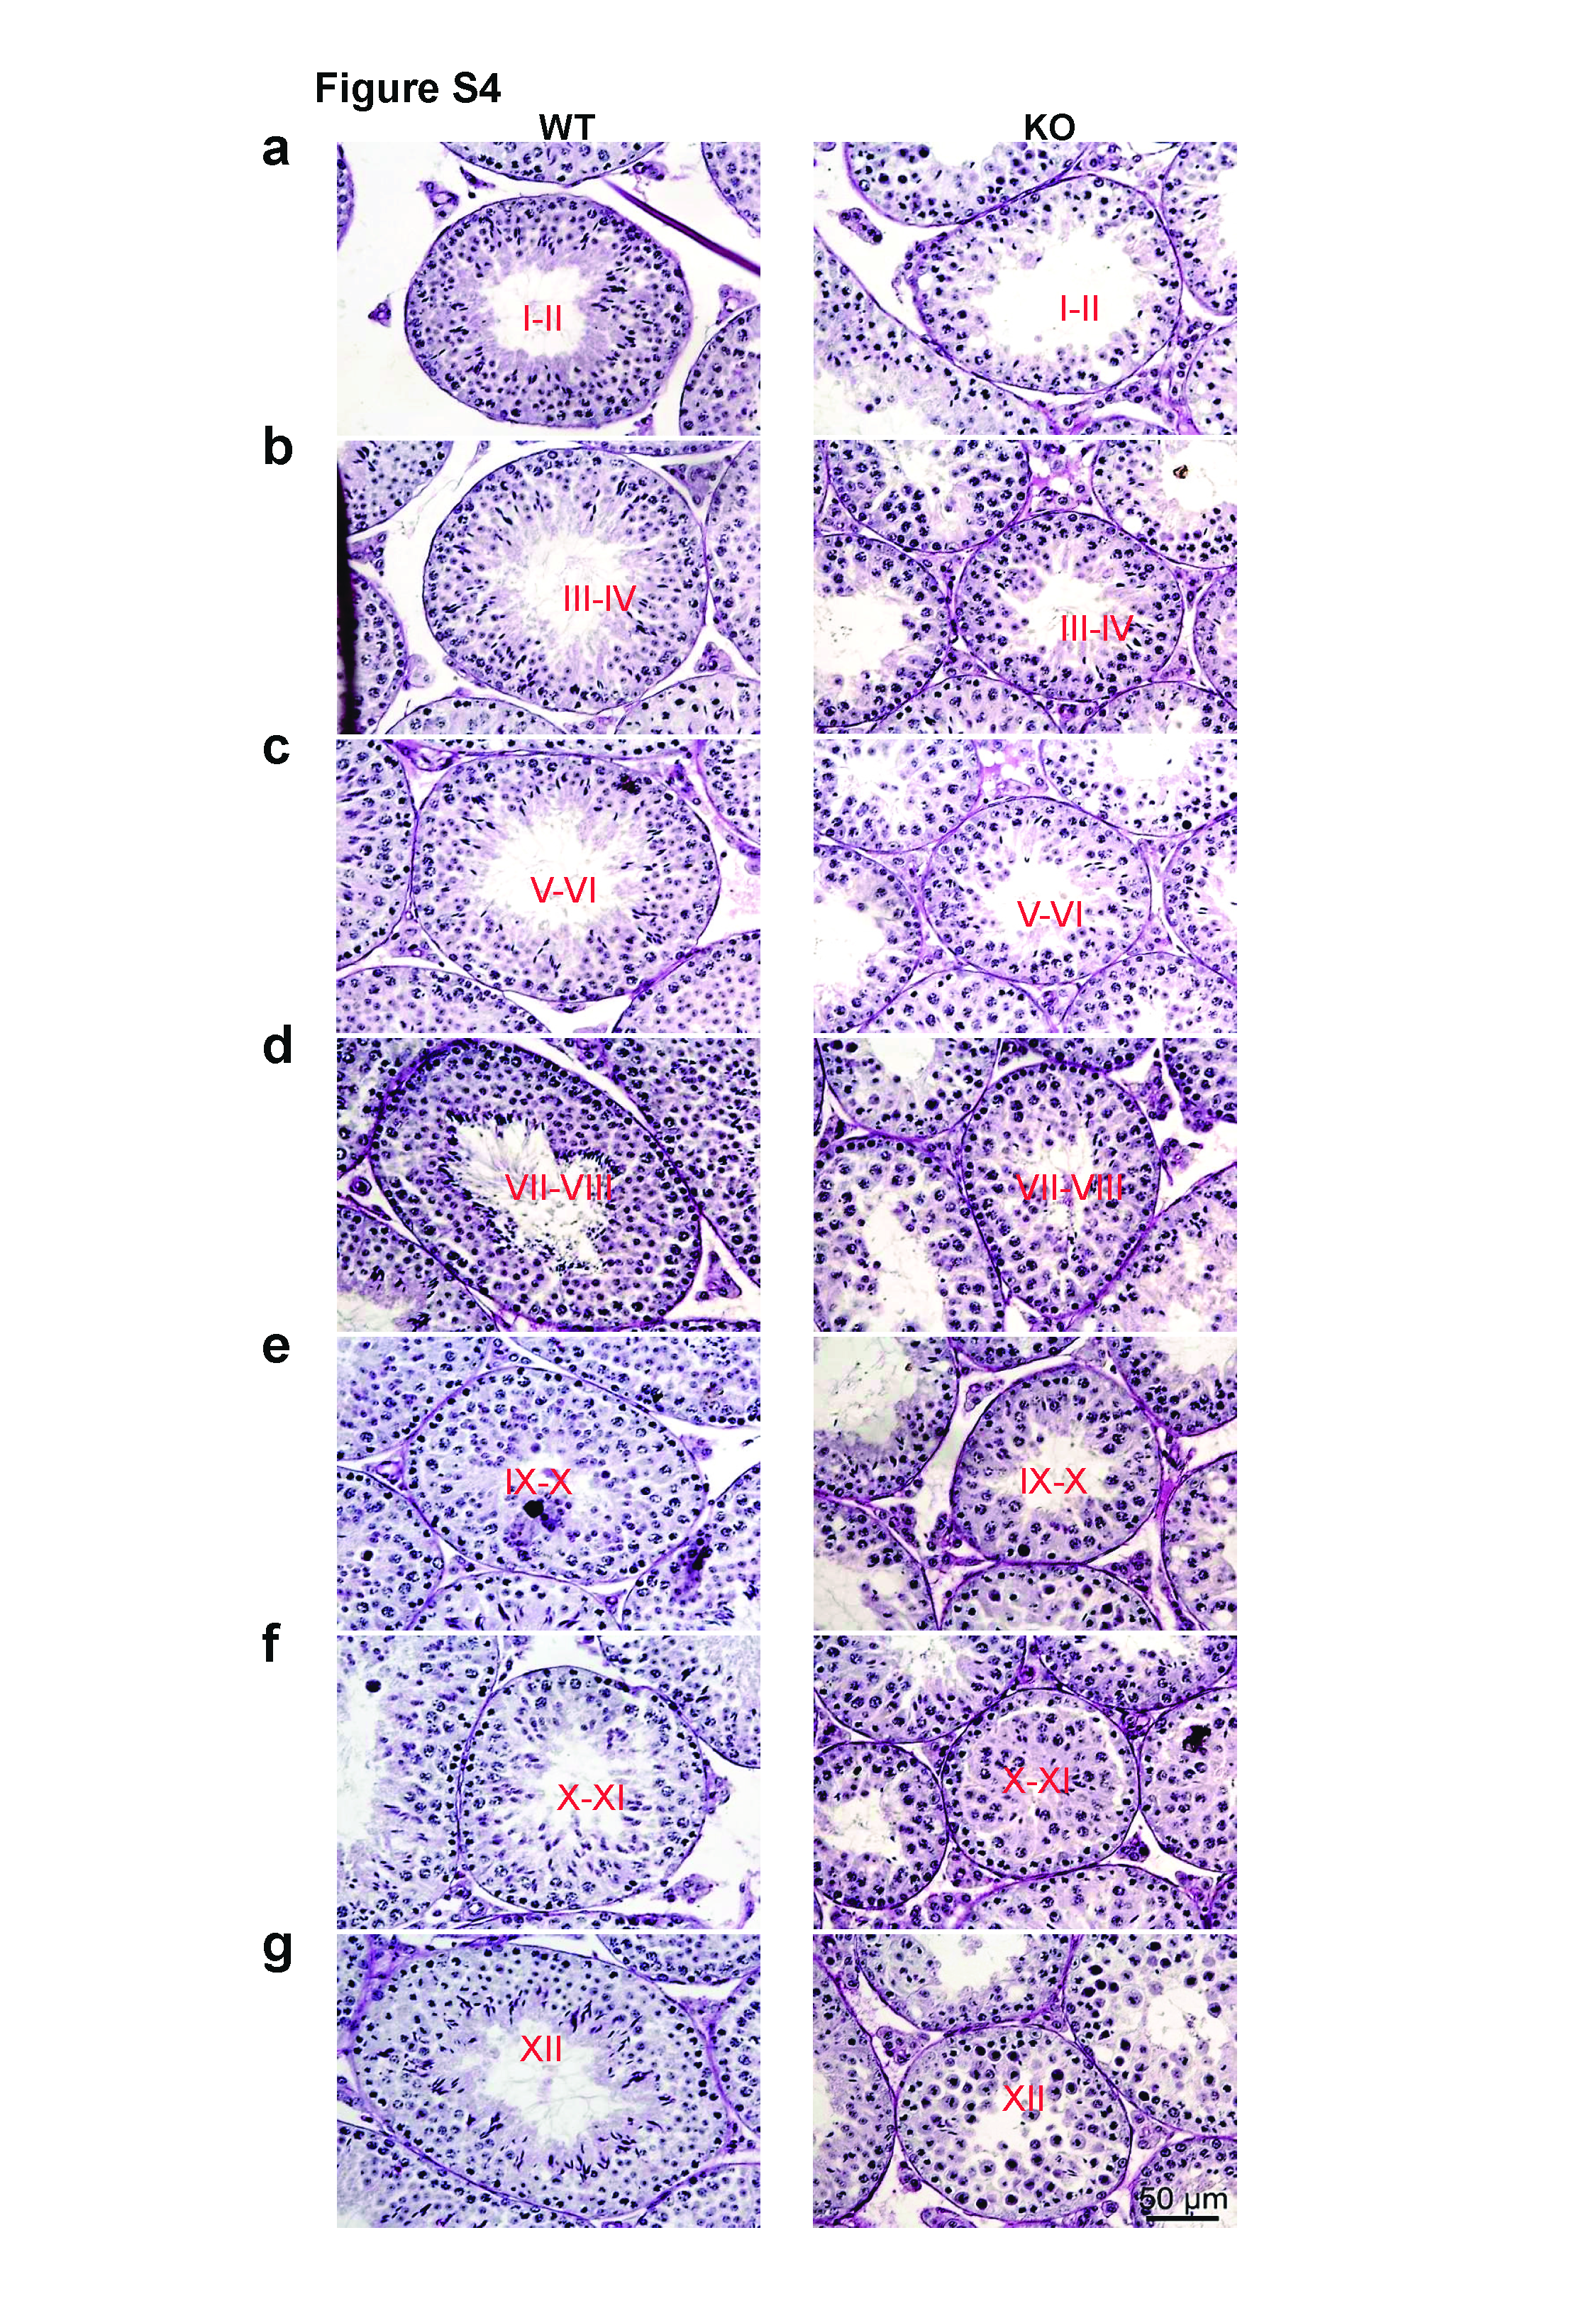

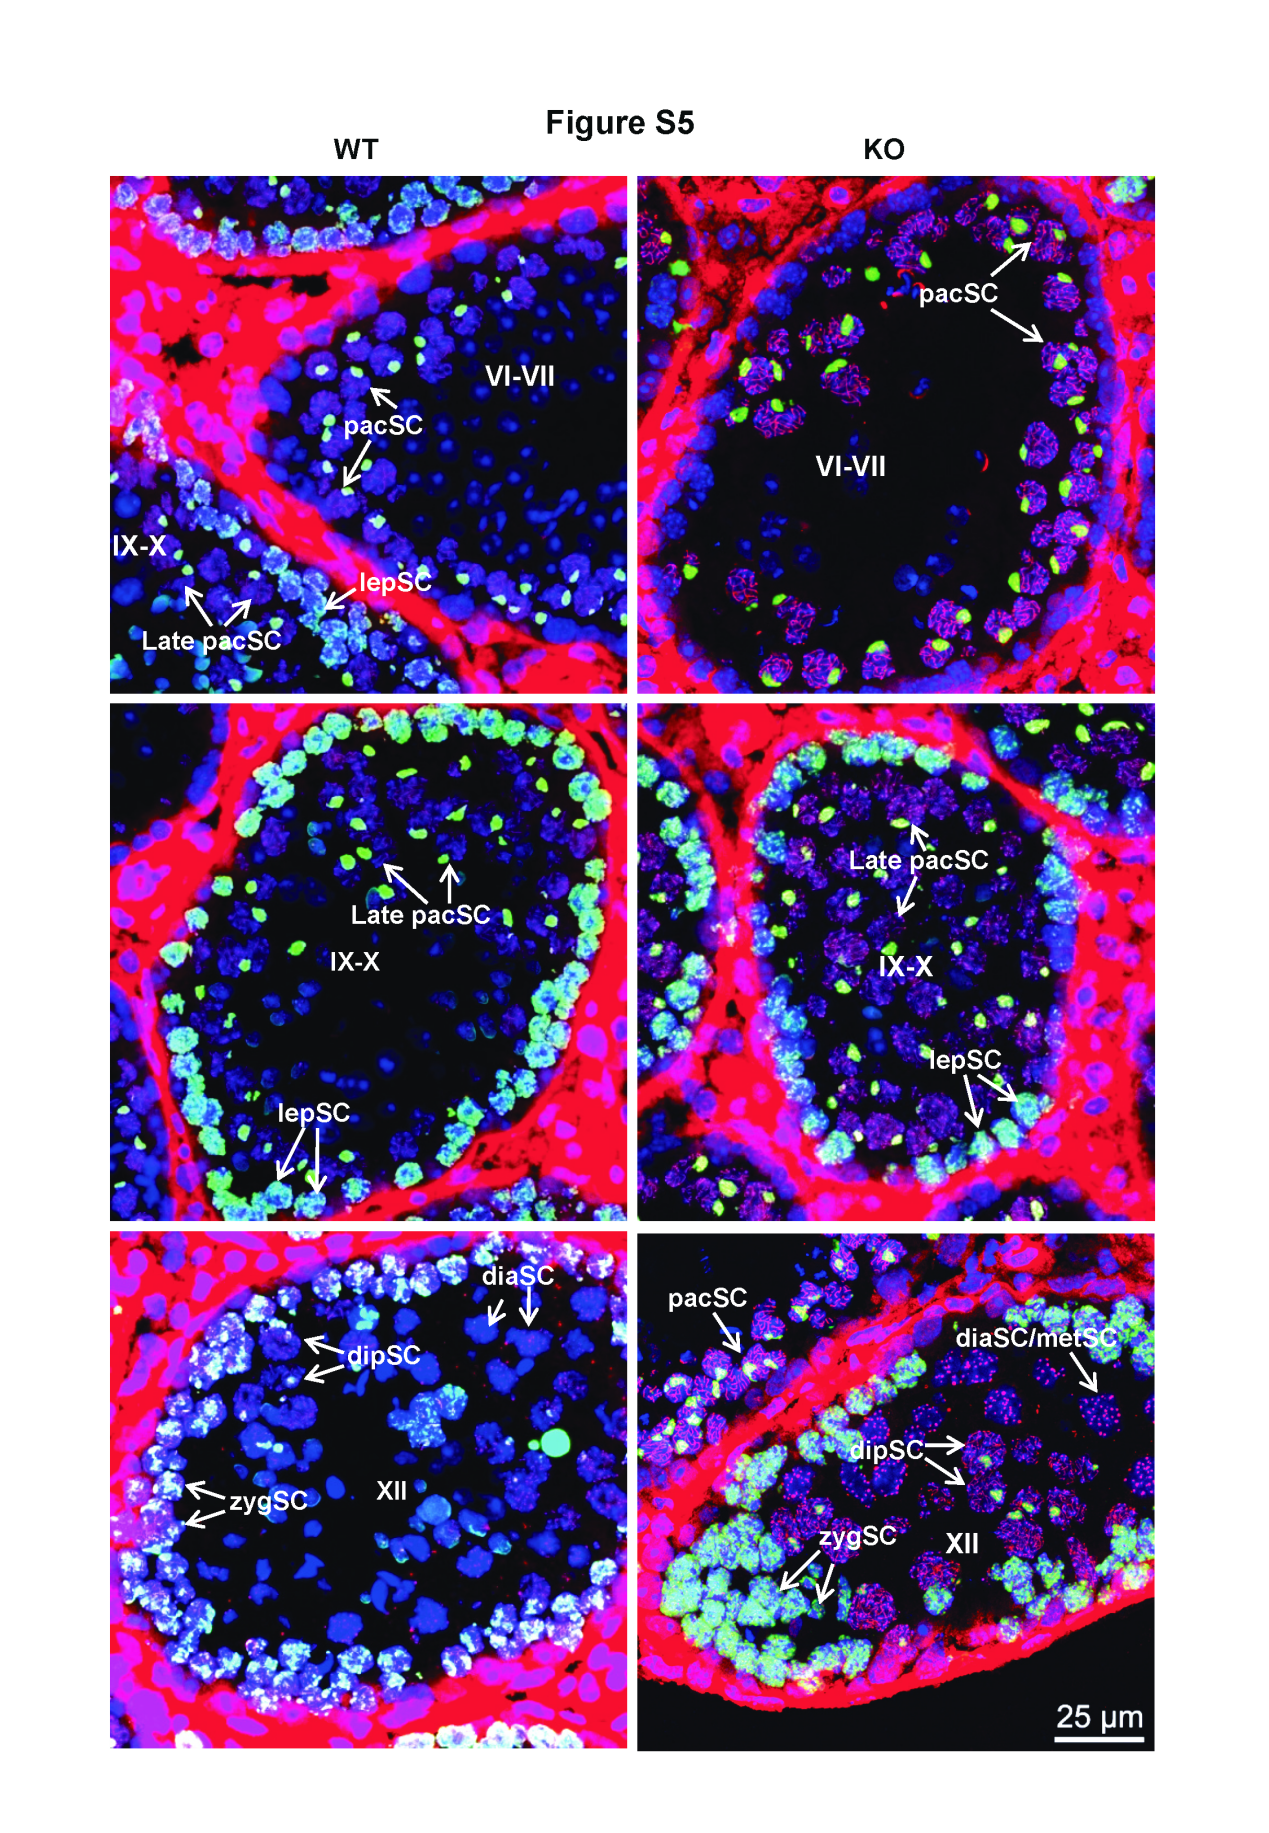

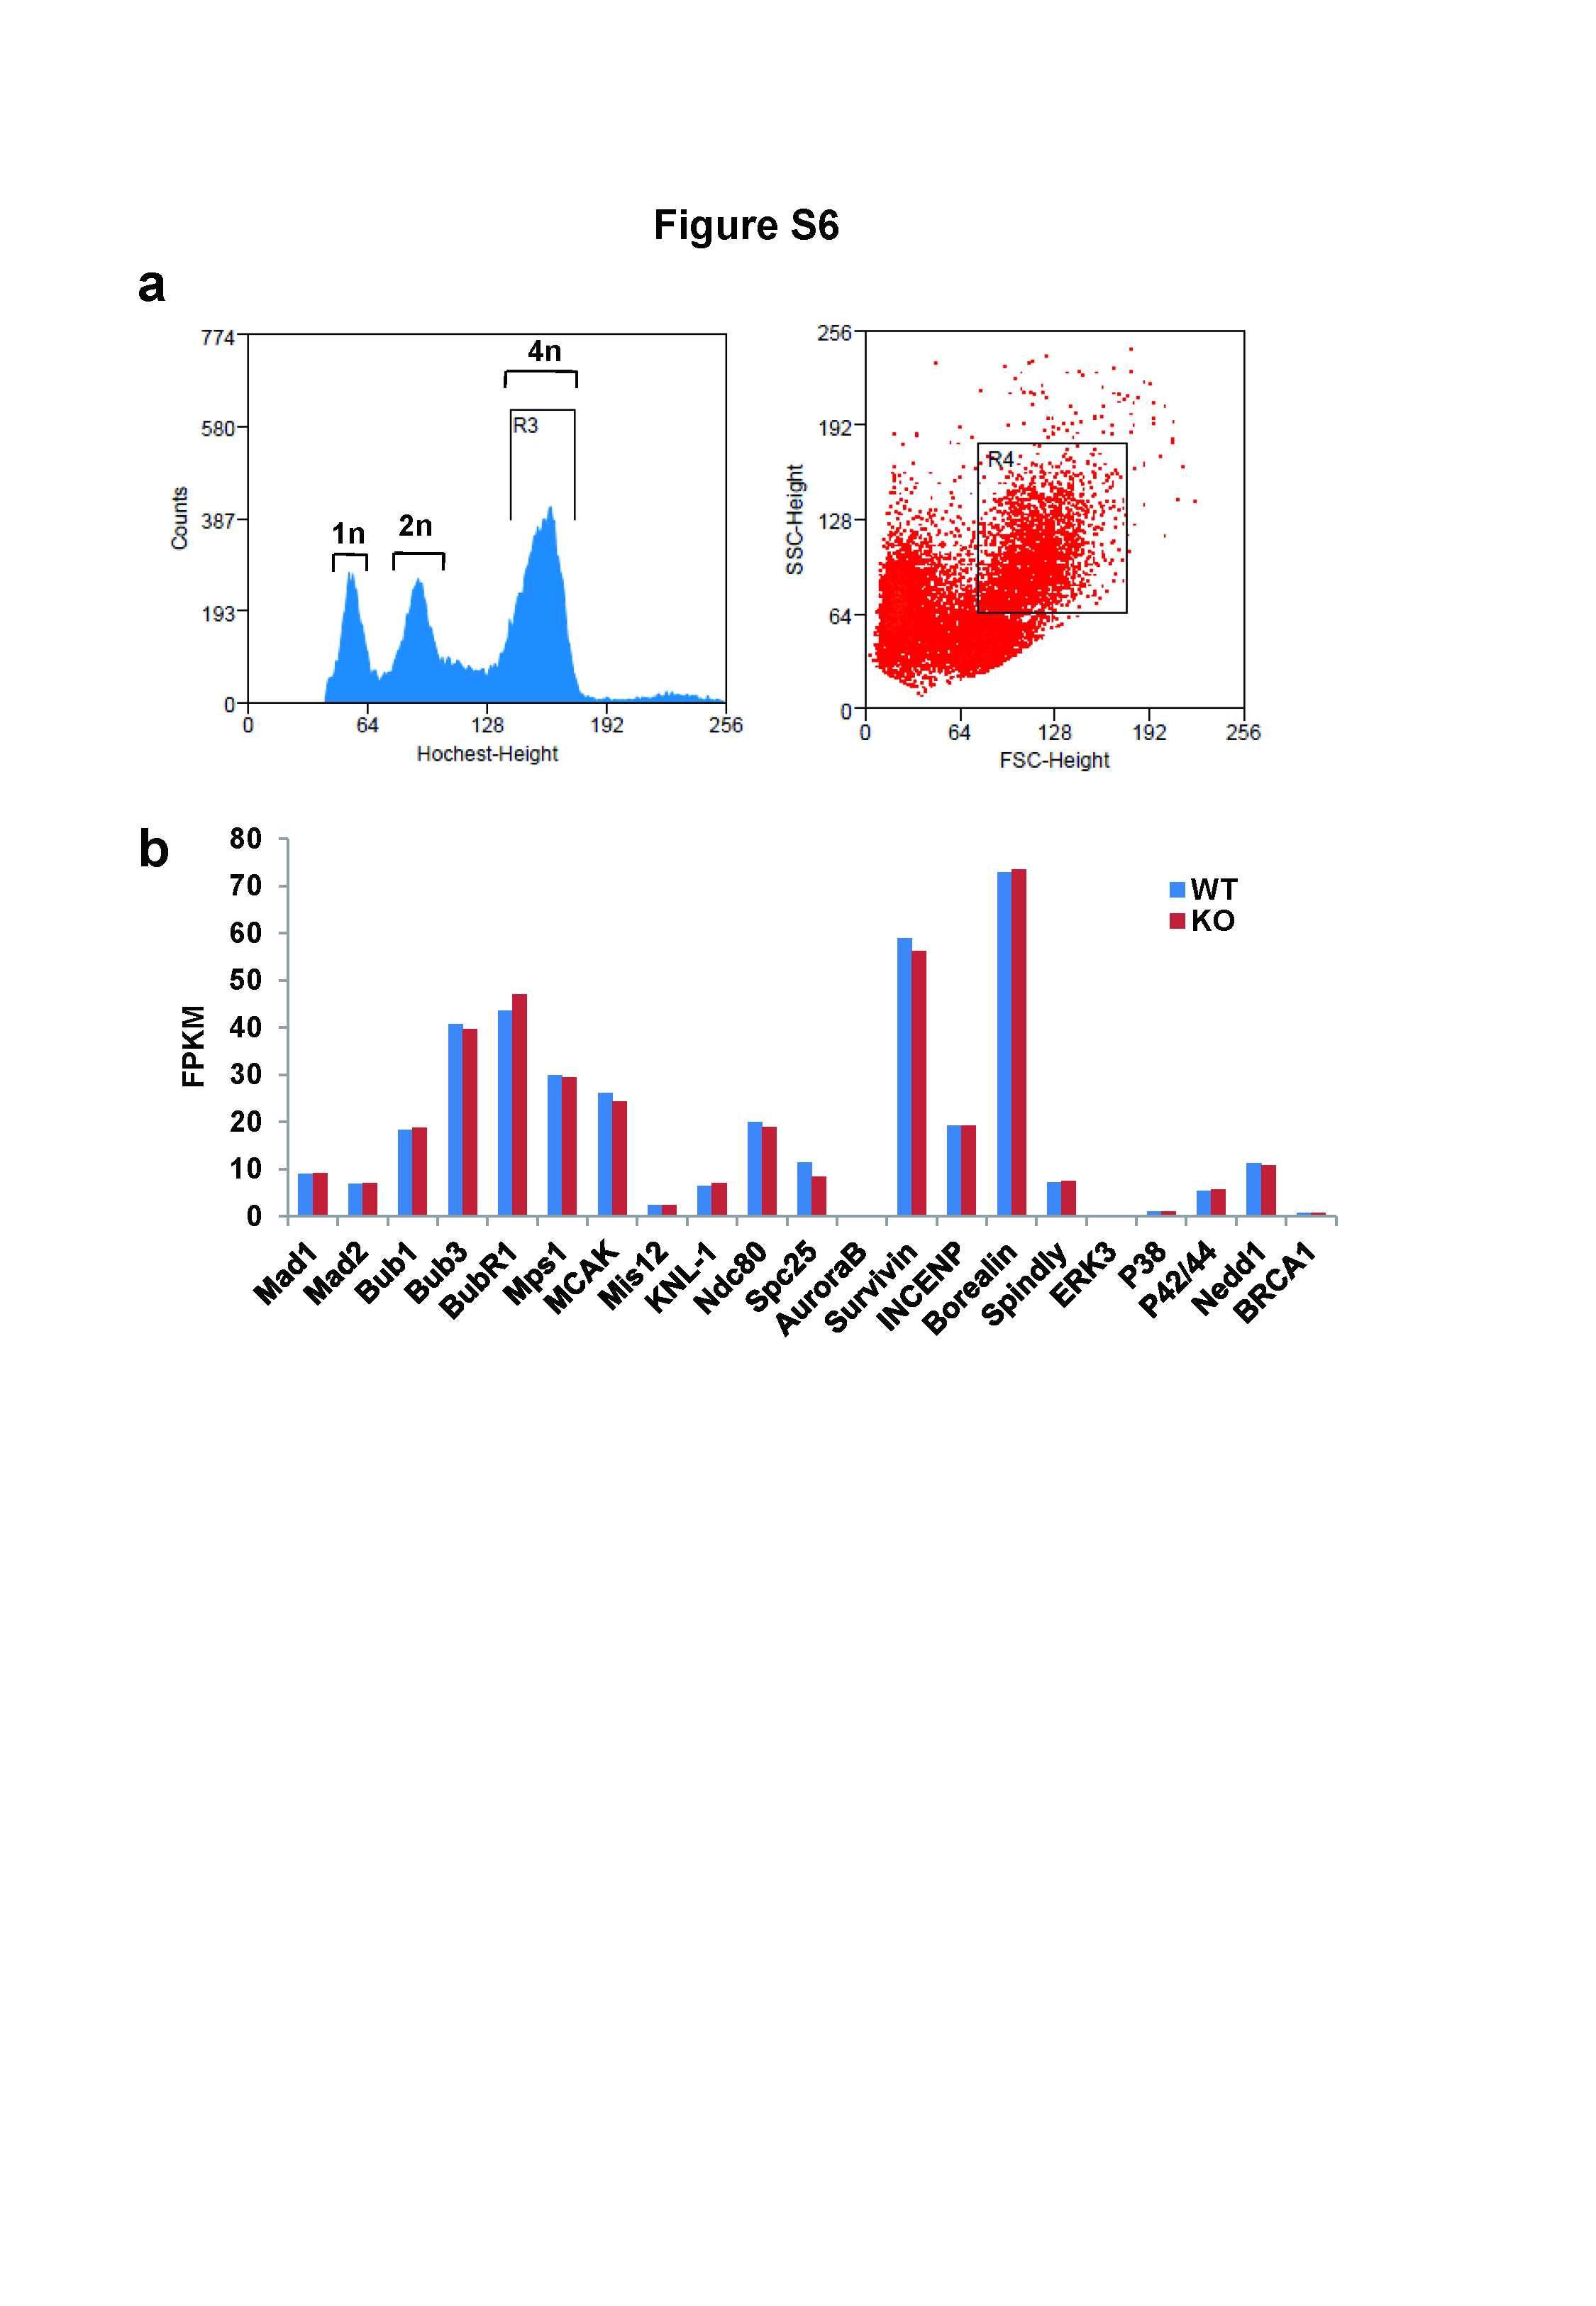

**Supplement:** Supplementary Information Materials, Methods and Figures

How the deposited data were processed for this re-analysis (not part of the article)

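RNA-seq of cultured SSCs and of c-KIT+ cells, WT and KO, was analysed as 8 libraries in 4 groups of 2, and RNA-seq of sorted spermatocytes as 4 libraries, 1 per genotype at 5 and at 7 months. Conditions were taken from the sample labels. According to the submitters' processing notes, the authors aligned reads to mm9 with TopHat2 2.0.6 and computed FPKM with Cufflinks 2.0.2, and compared groups with Cuffdiff. Each library holds 23021 entries with 1 FPKM per gene symbol. The 259 symbols that occur more than once (728 entries) were left out, which leaves 22293, and 25 symbols that had been turned into dates were kept as they stand. The paper's Table S1 gives FPKM for the same libraries, and the 1987 genes that could be compared in each library were equal to within 1e-06 FPKM, or 1e-06 of the value above 1 FPKM. Gene positions come from the WT spermatocyte library at 5 months, the only library with positions and confidence limits. The annotation behind the gene models is not stated in the processing notes.

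FPKM hold no counts. In the WT library at 5 months the confidence limits give back fragment numbers, and 83.9% of 2776 genes with few fragments came out whole within 0.02, with fragments on 12960 genes. For the other libraries the relative depth was read from the spacing of the lowest FPKM, and lay between 0.91 and 1.22 times that of this library. Counting intervals per gene were therefore not computed for them.

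FPKM were used as deposited, as log2 of FPKM + 1. In the SSC and c-KIT+ libraries the genes with at least 1 FPKM in at least 2 libraries were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group, empirical Bayes moderation with a variance trend, and Benjamini-Hochberg adjustment over all genes tested. The comparisons were RA in WT, RA in KO, KO against WT in SSCs and in c-KIT+ cells, and the interaction, called at an adjusted p under 0.01. This is the paper's general threshold, while its Table 1 takes KO-up genes at 0.05. The fit had 4 residual and 4.45 prior degrees of freedom. In the spermatocyte libraries genotype was fitted with age as a block (1 residual and 4.28 prior degrees of freedom) and called at an adjusted p under 0.05. At a single age no test can be made, and ratios at both ages are given as descriptions. On simulated data with known changes, the fits recovered 76% of genes changed 1.5-fold and 91% of those changed by a factor of 2 for RA in WT, 82% and 96% for KO in SSCs, 42% and 81% for the interaction, and 0% and 0% for KO in spermatocytes. The changed genes were drawn from well expressed genes only, so these shares do not cover genes near the filter. The spermatocyte simulation does not set the limit of that fit, which called 156 genes on the real libraries.

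The 23 gene lists were written before the data were examined, as were the comparisons, the thresholds and all alternatives but 1. Each list was tested with camera (preset correlation 0.01, and beside it an estimated correlation), adjusted over all lists and comparisons of a cell system. No list's call held with an estimated correlation. That correlation was estimated from 4 residual degrees of freedom in SSCs and c-KIT+ cells and 1 in spermatocytes, so this failure decides little. The preset value of 0.01 is an assumption that these libraries cannot check. Where members of a list vary together more than that, the camera p-values are too small, so they are not firm evidence either. In spermatocytes the list medians were also compared with 10000 random lists matched on expression. Zinc finger genes were recognised by their symbols. Genes were named by a rule: Zmym3, those the paper names, the 10 largest increases and decreases among the called genes of a comparison, and up to 4 called members of a list, or its 2 most abundant members where none is called. Other genes named from a list to show its levels, such as Bub1, Bub1b, Mad2l1, Spo11, Mlh3, Akap4 and Gapdhs, the histocompatibility gene H2-Q1, and the imprinted genes Igf2 and H19, were chosen after their values were seen. Names and directions in the paper's Table S1 had been seen when the lists were written.

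The alternatives were a pseudocount of 0.1, no filter, a filter at 5 FPKM, rescaling to an equal total, quantile normalization, median-ratio scaling, other thresholds, a minimum fold of 1.5, a block for the replicate number, no variance trend, a fit of the compared groups only, and leaving out each library. Rescaling to an equal total without 702 small RNA genes was added after the data were seen. The paper's lists of all RA genes were not used here. qRT-PCR, immunostaining and Western blot results were not analysed here. A gene result of the KO comparison in SSCs is not reported here. Python 3.11.15, pandas 2.3.3 and scipy 1.17.1 were used for the tables.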

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

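The test on the genes higher in both KO cell states and the quartiles of the genes of Sertoli and other somatic cells were chosen only after the result was seen.

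Genes of Sertoli cells, which the paper does not discuss in these libraries, were higher in KO spermatocytes, with a median log2 ratio of 0.93 at 5 months and 1.86 at 7 months. A lower share of spermatocytes that raised every other cell type alike is argued against for the few genes measured. The highest median of the Leydig, macrophage and endothelial, and fibroblast lists lay 0.72 or more below the Sertoli median (gap -0.72). These lists hold only 11 measured genes, and the macrophage and endothelial list only Aif1, which fell, so unequal carry-over of other somatic cells is not decided. The lower quartile of the 15 Sertoli genes was 0.82 at 5 months and 1.24 at 7 months and the upper quartile of the 11 other genes 0.45 and 0.46, although Sparc (1.39 over both ages) lay with the Sertoli genes and did not pass the test. More carry-over of Sertoli cells or their RNA may be a source: at least 93.3% of the measured genes were higher in KO at each age, and abundant ones such as Clu (35.8 FPKM in KO against 12.9 FPKM in WT at 5 months) rose with the rest, although that share largely restates the pattern, 12 of the 15 genes are in the paper's own up-regulated list, and the gate on tetraploid cells of large size would remove single Sertoli cells, which are diploid. By the paper's staining the sorted cells were mainly, not purely, spermatocytes, so the gate does not exclude other cells. Expression by the germ cells and a change within Sertoli cells of KO testes stay open and were not tested. The labels give WT and KO the same ages, so age alone does not account for the rise seen at each age. Why the rise was larger at 7 months was not tested.

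Spermatid genes were lower in KO spermatocytes, at median log2 ratios of -0.90 and -0.70. A shift of the scale of all genes is argued against, since the median of all tested genes was at most 0.02 from 0 at both ages (-0.02 at 7 months). Fewer haploid cells, or less of their RNA, in the sorted fraction of KO testes could give the pattern: without the genes the paper names, at least 96.8% of 31 spermatid genes were lower at each age. The paper itself raises carry-over of secondary spermatocytes. The ploidy gate should remove haploid cells, but by the paper's staining the sorted cells were mainly, not purely, spermatocytes. Lower transcription of these genes in KO spermatocytes stays open, because this share is also what it would give.

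The KO effect was shared by SSCs and c-KIT+ cells, with 93 genes higher and 138 lower in both. The genes higher in both lay 0.56 or more above the median of all tested genes (lower quartile at least 0.42 above it), although they were chosen for being higher. That median was 0.008 in SSCs and 0.006 in c-KIT+ cells. A smaller share of fibroblasts that raised every other gene alike would move this median by the same amount. The gap itself cannot decide on this explanation, because the choice of these genes fixes it. The median of all tested genes, which was not chosen, showed no common raise near 0.56. For the lower genes, less carry-over of fibroblasts in KO cultures may contribute, since at least 96.2% of 26 fibroblast genes were lower in each cell state, Col1a1 and Col3a1 (12.3 FPKM in WT SSCs, 7.91 FPKM in KO SSCs) among them, although SSCs were induced free of feeder cells, 12 of the 26 are in the paper's own KO-down list, and the share restates the pattern. Linked strain variants between the WT and KO lines, from the mixed CBA and C57 background, may contribute as well: 19 neighbouring pairs lay among the 219 autosomal genes called in both outside the Hoxb cluster, where random matched sets gave a median of 4 and at most 14 and sets of RA genes at most 15, and 14 of the 19 pairs joined genes of different families. Between 34088944 and 36090262 on chromosome 17, 9 of 71 tested genes were called, against 3.8% of the whole chromosome. That window was picked for holding the most called genes, among them Rps18 and H2 genes whose reads may be shared. It therefore adds no separate support. Loss of Zmym3 itself stays open, since each genotype may rest on a single line and the design does not separate the line from the genotype. The paper made several lines from KO mice and WT littermates, but which of them gave these libraries is not stated.

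H2-Q7, a class I histocompatibility gene that the paper does not discuss, had a log2 fold change of -3.03 in KO SSCs (7.58 ± 1.54 FPKM in WT, 0.04 FPKM in KO; adjusted p = 8.65e-06, limma). Rps18, a ribosomal protein gene in the same stretch of chromosome 17 that the paper does not discuss either, had a log2 fold change of -3.65 (24.8 ± 0.41 FPKM in WT, 1.07 ± 0.36 FPKM in KO, SD, n = 2; adjusted p = 8.65e-06, limma), but its FPKM also jumped between spermatocyte libraries without following genotype (0.0 in WT and 3.59 in KO at 5 months, 0.46 and 0.0 at 7 months). In spermatocytes 15 genes were at least 1.5-fold apart in opposite directions at 5 and at 7 months, a difference that was not tested, since each age has 1 library per genotype.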

How the results depend on the processing

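The rescaling without small RNA genes was chosen only after the data were seen. The counts below are genes higher and lower, and where a cause is not given by the setting itself, the cause was not tested.

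The RA effect in WT SSCs called 2982 and 1900 genes and the RA effect in KO SSCs 2942 and 1912, and these stayed within 1.5 times under the scalings, pseudocounts, filters and trend settings. A minimum fold of 1.5, which removes genes by construction, gave 906 and 801 in WT and 898 and 808 in KO. Leaving out 1 of the 4 compared libraries, which leaves fewer degrees of freedom, gave 1823 to 2270 genes higher in WT and 1898 to 2539 in KO.

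For KO in SSCs (253 and 334) the counts were 116 and 159 with no filter, 480 higher with rescaling to an equal total, 219 lower with a filter at 5 FPKM, 119 and 165 with the compared groups only, 740 and 790 at a threshold of 0.05, and 100 and 152 with a minimum fold of 1.5. Without 1 of the 4 compared libraries they were 42 to 101 and 76 to 153. Mir3064 takes 8.8% of the FPKM of WT SSC replicate 1, which lowers all its other genes when the library is rescaled to this total.

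For KO in c-KIT+ cells (133 and 191) they were 52 and 88 with no filter, 200 higher with quantile normalization, 41 and 81 with the compared groups only, 435 and 465 at 0.05, and 54 and 102 with a minimum fold of 1.5. Without 1 of the 4 compared libraries they were 24 to 66 and 55 to 88. The interaction called 0 and 0 (limma; 442 and 423 at an unadjusted p under 0.05), 1 lower with rescaling to an equal total, and 0 to 1 in each direction without 1 library.

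Replicate numbers recur in the 4 groups, but nothing in the labels pairs them. The correlations of the replicate differences across genes between groups were 0.093, 0.169, -0.038, -0.072, 0.283 and -0.011. With a block for the replicate number, the RA effect in WT SSCs called 2783 and 1812 genes, the RA effect in KO SSCs 2765 and 1811, and KO called 168 and 231 in SSCs and 92 and 121 in c-KIT+ cells; the block takes a degree of freedom.

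In spermatocytes (31 and 125) the counts were 8 and 28 with a pseudocount of 0.1, 0 and 0 with no filter (limma; 823 and 971 at an unadjusted p under 0.05), 20 and 70 with a filter at 5 FPKM, 9 and 31 with rescaling to an equal total, 73 higher with quantile normalization and 55 with median-ratio scaling, 0 and 0 without the age block (102 and 193 unadjusted), 0 and 0 without the variance trend (391 and 674 unadjusted), and 0 and 3 at a threshold of 0.01 (352 and 746 unadjusted). Leaving out 1 library leaves no residual degree of freedom with the age block, so no fit could be made. The genes at least 1.5-fold apart at both ages (71 and 192) were 135 and 308 with a pseudocount of 0.1, 17 and 66 with a filter at 5 FPKM, 128 higher with rescaling to an equal total, 11 and 19 at 2-fold, 111 and 327 at 5 months alone, and 237 and 315 at 7 months alone.

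The odds ratio of zinc finger genes ran from 0.81 to 2.0 without 1 library, 0.81 without KO SSC replicate 2 and 0.90 without KO c-KIT+ replicate 2 among them. With all libraries kept it was 1.78 with quantile normalization, 1.89 at a threshold of 0.05 and 1.86 with Zfp symbols alone. With an estimated correlation 0 gene lists were called in SSCs and c-KIT+ cells (smallest adjusted p = 0.369) and 0 in spermatocytes (0.969). The estimates rest on 4 and 1 residual degrees of freedom, so the missing calls decide little. The calls with the preset correlation hold only if that assumed value is near the true one. Of the genes named for KO in SSCs, 822 results under the settings other than leaving out a library kept their direction and side of the threshold, 68 kept the direction and lost the call, 23 gained it, and 7 uncalled ones changed sign. With 1 library left out these numbers were 250, 77, 1 and 12. For KO in spermatocytes these numbers were 427, 132, 24 and 12. No called gene or list changed direction. Depth limits genes near 1 FPKM, where a fragment more or less moves a value most.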

Differences from the paper's values

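For genes higher with RA in WT, the count here is 2982 and the paper's is 1744, both at a threshold of 0.01 but with limma here and Cuffdiff in the paper. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count are a filter at 5 FPKM (2171), median-ratio scaling (2486) and leaving out 1 library (1823 to 2270). Those that are not are a pseudocount of 0.1 (2946), no filter (2700), rescaling to an equal total (3704), quantile normalization (2652), the replicate block (2783), no variance trend (2864), the compared groups only (2834), a threshold of 0.05 (4184) and a minimum fold of 1.5 (906). For genes lower with RA in WT, the count here is 1900 and the paper's is 2581, so that most called genes were higher here and lower in the paper. With median-ratio scaling 2583 were lower and 2486 higher.

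For genes lower in KO spermatocytes at both ages, the count here is 192 and the paper's is 73. The rules differ: here a gene is at least 1.5-fold lower at each age, and the paper used p-values at each age. A filter at 5 FPKM (66) is within 1.5 times of the paper's count, and a pseudocount of 0.1 (308), no filter (203), rescaling to an equal total (270), quantile normalization (172), median-ratio scaling (186), a 2-fold minimum (19), 5 months alone (327) and 7 months alone (315) are not.

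The paper states that Sycp1, Sycp2, Smc genes, Stag1, Mov10l1 and Rnf17 were expressed too early in KO cells. Its Table 1 lists Rnf17, Mei4, Mycbpap, Mov10l1, Sycp1 and Clock as KO-up at 0.05, a threshold at which none of these 6 was called here. Part of its evidence is the set raised by RA in WT only, where Table 1 places Sycp1, Sycp2, Smc2 and Stag1. Here RA raised Sycp2 (0.41 in WT, 0.29 in KO), Smc2 (0.34 and 0.24) and Stag1 (0.32 and 0.28) in both genotypes (limma). Sycp1 was called with RA in WT and not in KO. The paper also reports the rise of some of these meiotic genes in KO SSCs by qRT-PCR on separate samples, which was not analysed here. Of the genes named in its text, none was called higher in KO SSCs or KO c-KIT+ cells at 0.01 (limma; log2 fold changes in SSCs 0.27, 0.24, 0.38 for Smc1b and 0.17 for Smc2, 0.07, 0.04 and 0.00). Sycp2 and Smc1b were called at a threshold of 0.05 and Smc1b also without WT SSC replicate 2, and the others under no setting. Sycp3 (0.41) and Mael (0.25), which the paper shows in Figure 7f, were called, and Mei1 was called in c-KIT+ cells (0.50) and in SSCs under 6 of 15 settings.

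The paper places Lin28, Sall4, Oct4, Cdh1 and Gfrα1 in its KO-down set and reports that qRT-PCR showed their changes too, which was not analysed here. Gfra1 is not in that set in its Table S1. Of the 5, Lin28a was called here, and all had log2 fold changes below 0. Pou5f1 (-0.43) was called with median-ratio scaling, at a threshold of 0.05, and with rescaling without small RNA genes, which was chosen after seeing the values. Cdh1 (-0.44) was called with quantile normalization, median-ratio scaling, no variance trend and a threshold of 0.05, Gfra1 (-0.20) with quantile normalization, median-ratio scaling and a threshold of 0.05, and Sall4 (-0.24) under no setting.

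The paper states that zinc finger genes were up-regulated by RA only after loss of Zmym3. Of the 54 zinc finger genes of its set tested here, 42 were called higher with RA in WT as well, and the interaction was called for 0 (limma, with 4 higher and 1 lower at an unadjusted p under 0.05). Their median difference between KO and WT was 0.08 on the log2 scale. The interaction test can miss differences that small, so 0 calls do not show equal RA effects.

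Of the 13 spermatid genes the paper names as down-regulated in spermatocytes, 11 were called lower. Acsbg2 (-0.78) was called with quantile normalization and median-ratio scaling, and Chd5 (-0.59) under no setting. The paper states that no recognizable meiosis genes changed in KO spermatocytes, and Hfm1 was called higher here (0.80, adjusted p = 0.0323, limma).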

Other observations

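In WT cells RA lowered 10 of 39 cytosolic ribosomal protein genes and raised none (8 lower when adjusted over the list alone; camera, adjusted p = 4.36e-05, and adjusted p = 0.798 with an estimated correlation), Rpl13 (log2 fold change -0.55) and Rpl24 (-0.66) among them. It lowered 8 of 27 translation initiation genes and raised none (8 over the list alone; camera, adjusted p = 0.0142, and adjusted p = 0.85 with an estimated correlation; with quantile normalization adjusted p = 0.153). Of 24 DNA replication genes 8 rose and 1 fell (camera, adjusted p = 0.486), with the polymerase subunit Pola1 at 0.80. Of 17 measured p53 target genes 2 rose and 3 fell (camera, adjusted p = 0.492), the cell cycle inhibitor Cdkn1a by -0.78. Of 19 measured replication-dependent histone genes limma called none (camera, adjusted p = 0.448). Of 16 measured genes of the LSD1-CoREST complex and the MYM family 5 rose and 2 fell (camera, adjusted p = 0.782). Of 11 measured pachytene genes 5 rose and 1 fell (camera, adjusted p = 0.3), of 6 measured macrophage and endothelial genes 1 rose and 1 fell (camera, adjusted p = 0.436), and of 5 measured spermatid genes 1 rose and 1 fell (camera, adjusted p = 0.9).

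The difference of the RA effect between KO and WT was called by limma for none of the 24 DNA replication genes, over all genes or over the list alone, but 20 of them lay below 0, with a median of -0.08 (camera, adjusted p = 0.00712, and adjusted p = 0.85 with an estimated correlation).

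In KO SSCs the growth factor gene Igf2 rose from 24.0 ± 1.47 to 47.1 ± 0.19 FPKM and the imprinted RNA H19 from 47.2 ± 0.27 to 76.3 ± 0.84 FPKM (SD, n = 2 each; log2 fold changes 0.95 and 0.68, adjusted p = 0.000146 and 0.000273, limma), and Ifitm3 on the same chromosome by 1.56. Both genes were chosen after their values were seen. Kdm1a, which encodes LSD1, was at 52.3 ± 1.03 FPKM in WT SSCs and 47.9 ± 1.03 FPKM in KO SSCs (SD, n = 2 each), which did not pass (log2 fold change -0.13, adjusted p = 0.112, limma), and in spermatocytes its log2 fold change was -0.03 (adjusted p = 0.92). Hdac1, a deacetylase of the same complex, was higher in KO SSCs (0.60, adjusted p = 0.00148) and c-KIT+ cells (0.54, adjusted p = 0.00363), the 1 member called of 16 in each. Of 32 genes of the spindle checkpoint and kinetochore 27 lay above 0 in KO SSCs, and limma called none, over all genes or over the list alone (camera, adjusted p = 0.0033, and adjusted p = 0.798 with an estimated correlation). Of 24 DNA replication genes 21 lay above 0 and 1 was called, Prim1 (0.31; camera, adjusted p = 0.0028, and adjusted p = 0.85 with an estimated correlation). Of 11 measured Sertoli cell genes 4 fell and 1 rose in KO SSCs, among them Trf (-1.56), Vim (-0.59) and Defb36 (1.79; camera, adjusted p = 0.0224, adjusted p = 0.0571 with quantile normalization, and adjusted p = 0.85 with an estimated correlation).

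In KO spermatocytes Aif1, the 1 measured gene of the macrophage and endothelial list, fell (-1.04, adjusted p = 0.0289, limma). Of 8 measured immediate-early genes Ier2 rose (0.95, adjusted p = 0.0495; 6 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.0093, and adjusted p = 0.969 with an estimated correlation). Of 5 measured fibroblast genes limma called none (2 higher over the list alone), with Sparc at 1.39 (adjusted p = 0.0652). The ribosomal protein gene Rpl3 fell (-0.80, adjusted p = 0.0495), the 1 member called of 33. The list's median log2 ratio was 0.02 at 5 months, above 95.98% of matched random lists, and -0.16 at 7 months, below all of them (camera over both ages, adjusted p = 0.629). Limma called no member of the lists for undifferentiated spermatogonia (3 measured), differentiating spermatogonia (11), RA response (5), collagens (7), the LSD1-CoREST complex (15), p53 targets (8), DNA replication (17), translation initiation (26) and replication-dependent histones (5), and no gene of the Hoxb cluster passed the filter. The 46 measured X-linked genes had median log2 ratios of 0.22 at 5 months and 0.17 at 7 months, above 100.0% of random matched lists, and 56.5% of them were higher in KO at each age.

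Snord33 takes 2.6% of the FPKM of KO c-KIT+ replicate 1 and is listed at 0 in the other libraries.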
